# Therapeutic B-cell depletion reverses progression of Alzheimer’s disease

**DOI:** 10.1038/s41467-021-22479-4

**Published:** 2021-04-12

**Authors:** Ki Kim, Xin Wang, Emeline Ragonnaud, Monica Bodogai, Tomer Illouz, Marisa DeLuca, Ross A. McDevitt, Fedor Gusev, Eitan Okun, Evgeny Rogaev, Arya Biragyn

**Keywords:** B cells, Neuroimmunology, Translational immunology, Alzheimer's disease

## Abstract

The function of B cells in Alzheimer’s disease (AD) is not fully understood. While immunoglobulins that target amyloid beta (Aβ) may interfere with plaque formation and hence progression of the disease, B cells may contribute beyond merely producing immunoglobulins. Here we show that AD is associated with accumulation of activated B cells in circulation, and with infiltration of B cells into the brain parenchyma, resulting in immunoglobulin deposits around Aβ plaques. Using three different murine transgenic models, we provide counterintuitive evidence that the AD progression requires B cells. Despite expression of the AD-fostering transgenes, the loss of B cells alone is sufficient to reduce Aβ plaque burden and disease-associated microglia. It reverses behavioral and memory deficits and restores TGFβ^+^ microglia, respectively. Moreover, therapeutic depletion of B cells at the onset of the disease retards AD progression in mice, suggesting that targeting B cells may also benefit AD patients.

## Abstract (web summary)

Alzheimer’s disease is characterized by progressive dementia and amyloid beta plaque deposition. Here the authors show in three relevant transgenic animal models that accumulation of activated B cells is central to AD pathology and depletion of B cells interferes with both histological and behavioural manifestations of the disease.

## Introduction

Alzheimer’s disease (AD) is a progressive neurodegenerative disease that mostly affects elderly people. It is associated with impaired clearance of toxic protein aggregates from the brain parenchyma, such as amyloid-β (Aβ) peptides of aberrantly cleaved amyloid precursor protein (APP)^1^. Although resident microglial cells phagocytize extracellular Aβ plaques with the help of astrocytes and TGFβ (refs. ^2,3^), chronic inflammation, and Aβ production dysregulate this process, causing proliferation and subsequent replacement of homeostatic microglia with disease-associated microglia (DAM)^4^. As in mice with genetic TGFβ deficiency, which suffer from microgliosis and neuronal death^5^, DAM further exacerbate neuroinflammation and neuronal degeneration in AD^6,7^, at least in part, through expression of proinflammatory cytokines and downregulation of phagocytosis of Aβ plaques^8–10^. Consistent with a positive association between AD risk and old age^11^, when systemic inflammation is increased^12^, disease progression also depends on peripheral inflammation and activation of innate immune cells^13^. The role of the adaptive immunity in AD however remains poorly understood, and is mostly linked to T cells exerting both beneficial and harmful functions. For example, in APP/PS1 mice expressing the K670N and M671L Swedish mutations of human APP and L166P mutated presenilin 1 (PS1), the infiltration of Th1 CD4^+^ T cells in the brain either improves^14^ or exacerbates AD^15^. Moreover, the amelioration of AD in Rag2-deficient APP/PS1 mice is primarily linked to the loss of pathogenic T cells^16^. Although Rag deficiency also retards development of functional B cells (besides T cells), the role of B cells in AD is rarely explored and mostly considered to be beneficial. Their main product, nonspecific immunoglobulin and Aβ-specific antibodies in peripheral blood (PB) and cerebrospinal fluid (CSF) of people^17,18^ and mice^19,20^ with AD, provides neuroprotective benefit. In 5×FAD mice, which overexpress APP with the Swedish (K670N, M671L), Florida (I716V) and London (V717I) mutations, and PS1 with M146L and L286V mutations, Rag deficiency exacerbates AD due to loss of nonspecific immunoglobulin that activates microglial phagocytosis and consequent clearance of Aβ plaques^21^. However, B cells are a heterogenous population of cells. Their function and subset accumulation are regulated by the inflammatory milieu. For example, we recently reported that inflammaging activates monocytes to convert innate B1a cells into pathogenic 4-1BBL^+^ TNFα^+^ MHC-Ι^High^ B cells (termed 4BL cells), which then induce cytolytic CD8^+^ T cells and insulin resistance in elderly humans, macaques, and mice^22,23^. However, the role of these or other activated B cells in aging-associated diseases, such as AD remains unknown.

Here, using three, widely utilized transgenic AD mouse models with or without genetic B-cell deficiency, we provide evidence and mechanistic insight that the loss of mature B cells alone is sufficient to markedly retard the AD progression. Although B cells are thought not to infiltrate the AD brain, we link their presence in the brain parenchyma to the disease progression. Importantly, therapeutic depletion of circulating B cells at the onset of the disease eliminates B cells, and their immunoglobulin deposits in the brain and blocks the AD manifestation. Our data not only warrants a new look to B cells as pathogenic, AD-promoting cells in humans with AD, but also suggests that their B cells should be targeted to control the disease progression.

## Results

To assess the involvement of B cells in AD, we first performed a flow cytometry evaluation of B cells in the circulation of congenic and sex- and age-matched C57BL/6 (WT) and 3×TgAD mice, a model for early-onset AD (EOAD, harbors the Swedish APP mutation, the M146V mutation on PS1 and the P301L in MAPT)^24,25^. Note: from here on and unless specified, we used aged (60–70 weeks old) female 3×TgAD mice due to their more pronounced AD-like symptom manifestation^25^. Compared with control mice, 3×TgAD mice significantly upregulated the frequency and numbers of B cells in the circulation and secondary lymphoid organs (Supplementary Fig. 1A and not depicted; gating strategy is in Supplementary Fig. 9A), with innate CD5^+^ B1a and CD5^−^ B1b cells (CD11b^+^ or/and CD23^−^ CD43^+^ CD19^+^cells, respectively) markedly increased, and conventional B2 cells decreased in the spleen and cervical lymph nodes (cLN; Fig. 1A–C and Supplementary Fig. 1B–D). The 3×TgAD mice also contained higher amounts of activated B cells expressing IFNγ, IL6, IL10, and TGFβ in circulation than control mice (Fig. 1D–G), mostly within B1a cells and, at lesser extent B1b and follicular B cells (Supplementary Fig. 1E–H). The AD mouse B cells, particularly B1a cells, markedly upregulated 4-1BBL (Supplementary Fig. 1I, J), resembling pathogenic B1a cells of aged subjects^22,23^ and suggesting their potential involvement in AD. To test this possibility, we have generated B-cell-deficient 3×TgAD mice (termed 3×TgAD-BKO, Supplementary Fig. 2A) by crossing 3×TgAD mice with J_H_T mice, which lack functional B cells due to the immunoglobulin J_H_ locus deletion that terminates B-cell development at the pro-B cell stage^26^. When mice reached 50–60 weeks of age, they were evaluated for hippocampus-dependent cognitive behavior, using the Morris water maze (MWM) task. During the 5-day hidden platform training, both 3×TgAD and 3×TgAD-BKO mice showed comparable performance (not depicted). However, 24 h after the last training session, a probe trial conducted in the absence of the hidden platform, revealed that 3×TgAD-BKO mice spent a significantly longer time in the target quadrant than their 3×TgAD littermates (*p* = 0.017, *n* = 13–15, Fig. 2A), indicating a stronger spatial memory of the platform’s location. We also tested exploratory behavior anomalies using the open field arena (OFA, a commonly used assay in 3×TgAD mice^27,28^). While 3×TgAD mice exhibited reduced activity as compared with WT mice in the OFA, the impairment was no longer detectable in age-matched 3×TgAD-BKO littermates (left panel, one-way ANOVA *F*(2,29) = 21.68, *p* < 0.0001; WT vs 3×TgAD *p* < 0.0001, 3×TgAD vs 3×TgAD-BKO *p* < 0.0001, *n* = 10–11, and Fig. 2B), implying that 3×TgAD-associated behavioral impairments required B cells.

**Fig. 1:**
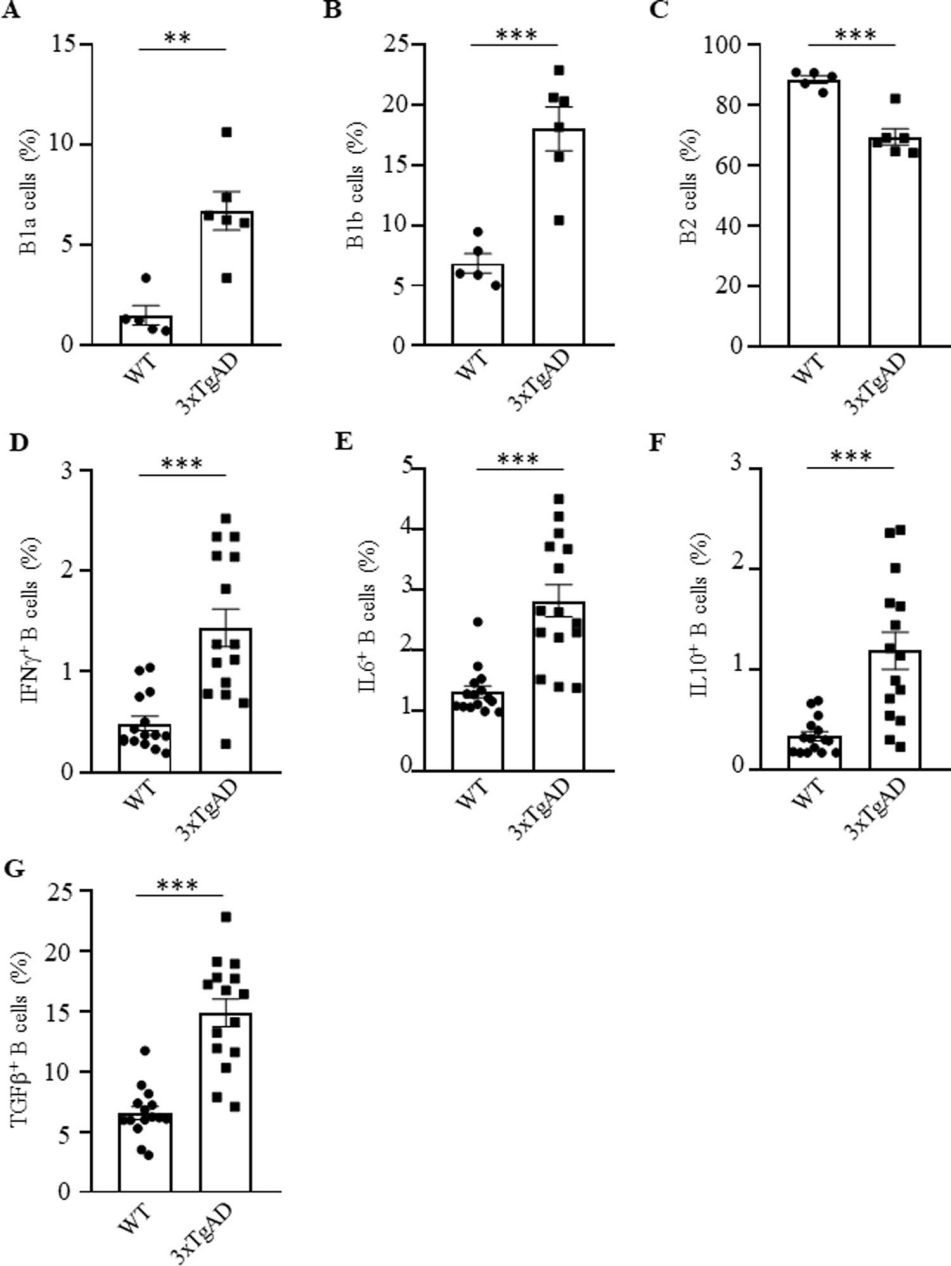
Activated B cells were increased in 3×TgAD mice. Compared with congenic, age- and sex-matched WT mice, B1a (CD5^+^CD11b^+^CD19^+^, **A**) and B1b cells (CD5^−^CD11b^+^CD19^+^, **B**) were increased, while B2 cells (CD5^−^CD11b^−^CD19^+^, **C**) were decreased in the cervical lymph nodes of 3×TgAD mice. AD also activated B cells, as they upregulated IFNγ (**D**), IL6 (**E**), IL10 (**F**), and TGFβ (**G**) in the peripheral blood of mice. Frequency (%) mean ± SEM is shown; each symbol is for a single mouse, *n* = 5–6 in **A**–**C**, *n* = 15 in **D**–**G**. Gating strategy is shown in Supplementary Fig. 9A. **p < 0.01; ***p < 0.001 in unpaired *t* test.

**Fig. 2:**
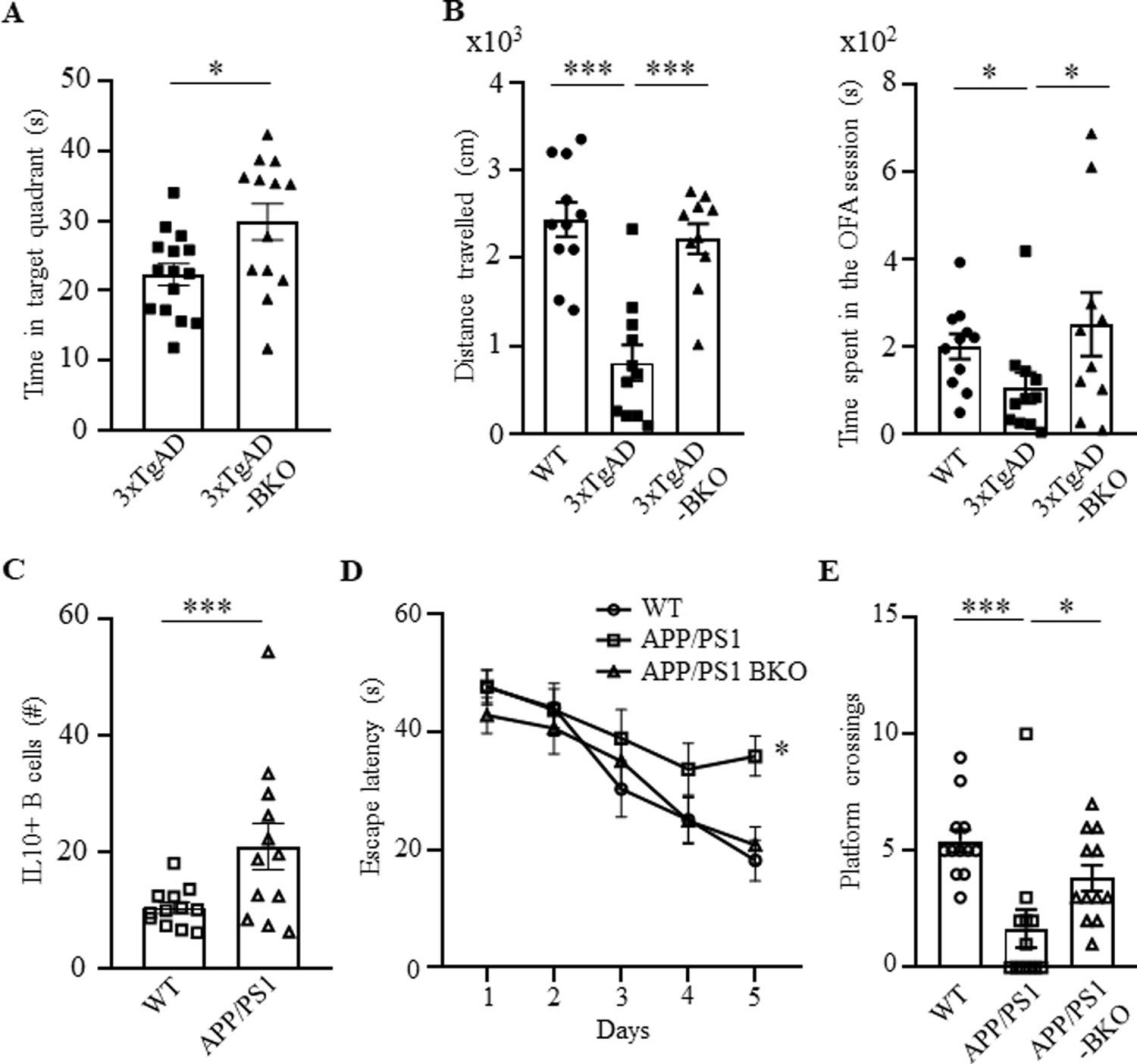
Progression of AD required B cells. The impaired AD-associated cognitive (**A**, the MWM test) and noncognitive locomotion activity (**B**, total distance travelled, left panel, and time spent in center zone, right panel, in 30 min OFA test are shown) of 3×TgAD mice were improved in B-cell-deficient 3×TgAD-BKO mice (*n* = 10–15 female). Compared with WT littermate, APP/PS1 mice upregulated numbers of IL10^+^ B cells in the peripheral blood (**C**). The impaired cognitive ability of APP/PS1 mice (**D**, latency to reach the escape platform; **E**, platform crossing times in a probe test in MWM test) was reversed in APP/PS1-BKO mice. Mean ± SEM is shown; each symbol is for a single mouse. **A**, **B** and **D**, **E** were independently reproduced three and two times, respectively. Gating strategy is shown in Supplementary Fig. 9A. *p < 0.05; ***p < 0.001 in unpaired *t* test (**A**), Mann–Whitney test (**C**), one-way ANOVA (**B**, left), Kruskal–Wallis test (**B**, right and **E**) or two-way ANOVA (**D**).

To confirm this conclusion, we tested APP/PS1 mice, another model of EOAD, that exhibit earlier AD pathology compared with 3×TgAD mice^29^. Of note: subsequent experiments were therefore conducted in female and male, 20–35-week-old mice. Flow cytometry evaluation of circulating B cells revealed that APP/PS1 mice also markedly upregulated B cells expressing IL10 (Fig. 2C) as in 3×TgAD mice (Fig. 1F). However, APP/PS1 mice did not upregulate 4-1BBL^+^ B cells (presumably due to their relatively young age^22,23^) despite a significant increase of B1a cells in circulation and the cLN compared with control littermates (Supplementary Fig. 2B, C). We next generated B-cell-deficient APP/PS1-BKO mice by crossing APP/PS1 and J_H_T mice. Analysis of spatial learning using the MWM revealed that compared with age- and sex-matched APP/PS1 or WT littermates, B-cell deficiency significantly improved learning deficiency in APP/PS1 mice as evident by latency to reach the escape platform (*F*(2,33 = 8.288, *p* = 0.0012; WT vs APP/PS1 *p* = 0.0006, APP/PS1 vs APP/PS1-BKO *p* = 0.003, *n* = 12, Fig. 2D); and in the number of platform region crossings in a probe test conducted 24 h following learning (Kruscal–Wallis ANOVA *p* = 0.0004; WT vs APP/PS1 *p* = 0.0002; APP/PS1 vs APP/PS1-BKO *p* = 0.028, Fig. 2E). Consistent with the lack of exploratory behavior impairment in APP/PS1 mice^30^, no difference in exploratory behavior of our mice in the OFA (not depicted). Thus, the spatial learning impairments exhibited by APP/PS1 are B-cell dependent.

Because the memory impairments in EOAD are caused by accumulation of Aβ plaques and hippocampal microgliosis^31^, we conducted an immunofluorescent analysis for Aβ plaques (using the 6E10 Ab) and ionized calcium binding adaptor 1 (Iba, a microglial cell marker) in cryopreserved brain sections of APP/PS1-BKO (30 weeks old), 3×TgAD-BKO (60–70 weeks old) and age- and sex-matched control mice. Given that in this model the early intraneuronal Aβ deposition in the subiculum is linked to cognitive impairments^32^, and that the subiculum and hippocampal CA1 atrophy is increased in AD patients^33^, from hereon we primarily analyzed the subiculum. It showed a marked upregulation of Aβ plaques in APP/PS1 and 3×TgAD mice (as compared with healthy control mice), which was reversed in APP/PS1-BKO and 3×TgAD-BKO mice respectively (*n* = 4–7, Fig. 3A–C and Supplementary Fig. 3A–D). Analysis of frontal cortex and hippocampus in 3×TgAD-BKO mice also revealed that the increase of soluble Aβ_42_ and Aβ_40_ was reversed (*n* = 2–6, Fig. 3D and Supplementary Fig. 3E). Since both 3×TgAD and 3×TgAD-BKO mice express high levels of the APP transgene in hippocampal neurons (Fig. 3E), we concluded that the benefit of the B-cell deficiency was probably in reduced formation and/or increased clearance of Aβ peptides. Accordingly, large ameboid microglial cells (>5 μm^2^), which indicate dysfunctional overactivation^34,35^ and impaired clearance of Aβ plaques^36^, were significantly decreased in 3×TgAD-BKO mice to almost that of in WT mice (*p* < 0.05, compared with 3×TgAD, *n* = 3–9, Fig. 3F and Supplementary Fig. 3F, G). In contrast, activated microglia (regardless of their size) remained increased in APP/PS1 and APP/PS1-BKO mice (Fig. 3G and Supplementary Fig. 3H). To understand this discrepancy, we compared the function of microglia in these two models. Brain myeloid cells were isolated and stimulated with phorbol 12-myristate 13-acetate and ionomycin (PMAi, which induces microglial cytokine expression and proliferation^37^) for 4–6 h in the presence of monensin, and then surface markers and intracellular (IC) cytokines of microglia (CD45^Int^CD11b^+^) were analyzed using flow cytometry. The loss of B cells did not affect interleukin (IL)1β expression, which was markedly upregulated in both 3×TgAD and APP/PS1 (Supplementary Fig. 4A and Fig. 4A and not depicted; gating strategy is in Supplementary Fig. 9B). In contrast, we noted a marked decrease in TGFβ^+^ and IFNγ^+^ microglia (presumably quiescent and resting microglia^38–40^) in APP/PS1 and 3×TgAD mice (Fig. 4B, C and Supplementary Fig. 4B–D). The TGFβ^+^ (at lesser extent IFNγ^+^) microglial cells were normalized to the levels of WT control in APP/PS1-KO and 3×TgAD-KO mice (Fig. 4B, C and Supplementary Fig. 4B–D). 

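RNA from the hippocampus and from the rest of the brain of 15 perfused mice was labelled with Cy3 and hybridized to Agilent mouse expression arrays, 1 array for each mouse and tissue (30 arrays) with no pooling. The deposited labels give 2 female and 3 male 3×TgAD mice, 2 female and 3 male 3×TgAD-BKO mice, 3 female WT mice and 2 female J_H_T mice, the B-cell-deficient strain without the AD transgenes. The labels give an age of 15–20 months, and the paper gives 60–70 weeks for its 3×TgAD mice unless specified. The authors scanned the arrays with Agilent Feature Extraction, which subtracts the background of each spot and corrects trends across the array, and deposited these intensities without normalization between arrays. From there, the steps of the methods were applied to 55681 probes, without control spots: log2 transformation, quantile normalization over all 30 arrays and, for each gene, the probe with the highest mean signal. Through the array's accessions, 28331 probes matched a gene symbol. The arrays then held 36717 genes and transcripts, of which 21368 had a symbol. The 75th percentile of the intensities lay between 454 and 824 on the hippocampal arrays and between 841 and 1636 on the brain arrays, and 52.6% to 62.5% of the probes of an array were well above background. On the hippocampal array of male 3×TgAD-BKO replicate 0, the scanner software marked 432 spots as outliers, against 102 to 160 on the other arrays, and such spots were left out.

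Genotype and sex gave 6 groups in each tissue, and limma was fitted to the 15 arrays of a tissue, so that the spread behind a comparison of 2 against 2 females was estimated over all 6 groups. The females were compared first, because the paper uses females unless specified. Their 3×TgAD-BKO and 3×TgAD arrays lay on 1 slide in each tissue. The number of arrays limits the precision, since a two-sided exact permutation test cannot go below p = 0.333 with 2 against 2 mice or p = 0.1 with 3 against 3. In the hippocampus, 136 genes or transcripts passed an adjusted p of 0.05 between 3×TgAD-BKO and 3×TgAD females, of which 61 were higher and 75 lower in 3×TgAD-BKO. In the brain, 411 passed, of which 260 were higher and 151 lower. Of these, 20 and 76 were well above background on no array of the groups compared. The unadjusted p was under 0.05 for 6019 and 4736. The hippocampal count moved most with the methods' t-test counted at an unadjusted p under 0.05, which gave 4890. The methods name this unpaired t-test in general, for 2 groups of normally distributed data, and name no test for the arrays. The same t-test gave 3 after Benjamini-Hochberg adjustment, and limma on only the groups compared gave 0, with 6174 at an unadjusted p under 0.05. The hippocampal count was 313 and 230 without 3×TgAD replicate 1 or 2, and 663 and 250 without 3×TgAD-BKO replicate 6 or 7. The brain count was 641 without 3×TgAD-BKO replicate 6 and 662 without replicate 7. In each of these fits the remaining female of the genotype was assumed to vary like the other groups.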

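Tgfb1 (NM_011577) encodes TGFβ1. In the hippocampus of females its log2 signal was 7.28 ± 0.15 (SD, n = 2) in 3×TgAD-BKO and 6.27 ± 0.19 (SD, n = 2) in 3×TgAD mice. The difference of 1.01 (standard error 0.45) had an adjusted p of 0.296 from limma over all genes tested. Its p was 0.174 adjusted over the list alone, which holds Tgfb1, Tgfb2, Tgfb3 and the genes of Supplementary Data 1, 19 of 20 of them matched on the arrays. Both 3×TgAD-BKO females were above both 3×TgAD females (two-sided exact permutation test, p = 0.333, the smallest p that 2 against 2 allow). The difference moved most when males were compared in place of females, to -0.25 (standard error 0.36). In the brain without hippocampus, Tgfb1 was 6.78 ± 0.27 (SD, n = 2) in 3×TgAD-BKO and 6.55 ± 0.07 (SD, n = 2) in 3×TgAD females. This difference of 0.23 (standard error 0.44, adjusted p = 0.918, adjusted over the list alone 0.879) was within its error. Among the 5 3×TgAD-BKO brains of both sexes, male replicate 0 stood apart at 7.93, above the next at 6.97.

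Itgax (NM_021334) was well above background on neither hippocampal array of the 3×TgAD-BKO females. It was so on both of the 3×TgAD females, at 5.92 ± 0.13 (SD, n = 2). With signals under the array's lowest signal well above background raised to that level, it was at least 2.98-fold lower in 3×TgAD-BKO. This fold is an estimate without an error. The change of Itgax had a limma adjusted p of 0.193, and 0.103 adjusted over the list alone. Cst7 (NM_009977) was 7.16 ± 1.09 (SD, n = 2) in 3×TgAD-BKO and 8.85 ± 0.06 (SD, n = 2) in 3×TgAD females, a log2 change of -1.69 (standard error 0.68, adjusted p = 0.257). Mamdc2 (NM_174857) was 6.09 ± 0.13 (SD, n = 2) and 8.54 ± 0.06 (SD, n = 2), a log2 change of -2.44 (standard error 0.55, adjusted p = 0.105). The Mamdc2 change passed 0.05 when adjusted over the list alone (adjusted p = 0.0212). For each of these genes, both 3×TgAD-BKO females lay below both 3×TgAD females. Saa3 was not well above background in either group of females in either tissue, and Clec7a was not analysed here, because no probe matched its symbol. With all 30 arrays in one fit, the limma adjusted p was 0.0469 for Itgax and 0.00286 for Mamdc2, and with the slide as a block it was 0.024 for Mamdc2. The females compared share a slide, so the block left their changes as they were and altered only the spread. Over all alternatives the adjusted p ranged from 0.0469 to 0.884 for Itgax and from 0.00286 to 0.529 for Mamdc2.

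Over the 4 matched genes of the 5 named, the median hippocampal log2 change was -1.89, with 4 of 4 lower (limma's fry, two-sided, adjusted p = 0.182 over 6 gene lists). Without Saa3, which was under background, the 3 other genes were all lower (fry, adjusted p = 0.0204, a test added after the values were seen). Their median was -1.69 with Itgax at its bound. The paper named this list as downregulated from these same arrays, so tests of it are no independent evidence. The contrasts of the list with males and with the brain share this limit. In males the median moved to 1.02, also with genes at their bound, with 3 of 4 genes higher in 3×TgAD-BKO. Over the 4 genes, with Saa3 and without bounds, the females' median of -1.89 went to -2.41 without 3×TgAD-BKO replicate 6. Without replicate 7 it went to -1.20. In those males Saa3 was at least 4.84-fold higher in 3×TgAD-BKO (well above background on 2 of 3 arrays, adjusted p = 0.169). The difference of this list between the sexes had an adjusted p of 0.0549 from fry, or 0.0187 with Saa3 left out. In the brain of females, the log2 change was -0.36 for Itgax, 0.18 for Cst7 and -0.12 for Mamdc2 (adjusted p = 0.718, 0.933 and 0.681). The sign turned without 3×TgAD-BKO replicate 6 for Cst7 (-0.06) and without replicate 7 for Mamdc2 (0.01). In 3×TgAD-BKO replicate 6, brain Mamdc2 was 8.07, apart from the next at 7.80. The median of these 3 genes in the brain was -0.12. With Saa3, under background there too, it was 0.03 while fry's direction was down (adjusted p = 0.909), and it was -0.05 with scaling to the 75th percentile. The list's hippocampal change differed from that in the brain by -1.80 (fry, adjusted p = 0.0926, or 0.00764 with the mouse as a block, also added after the values were seen). Without Saa3 it differed by -1.87 (adjusted p = 0.0145, or 0.00304 with the block). Supplementary Data 2 and 3 hold the same 100 genes, of which 90 matched. Of these, 69 had an unadjusted limma p under 0.05 in the females' hippocampus and 80 in their brain, against 17.3% and 13.0% of all genes with a symbol. The study chose these genes on these samples, so the overlap is no independent evidence. On the arrays, the paper reasons from the direction of Tgfb1 and of the DAM genes to the fate of TGFβ1+ microglia in 3×TgAD-BKO mice. Its other evidence is flow cytometry, in which TGFβ+ microglia of B-cell-deficient AD mice returned to the WT level. RNA of a whole tissue does not show which cells express Tgfb1.

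**Figure D1:**
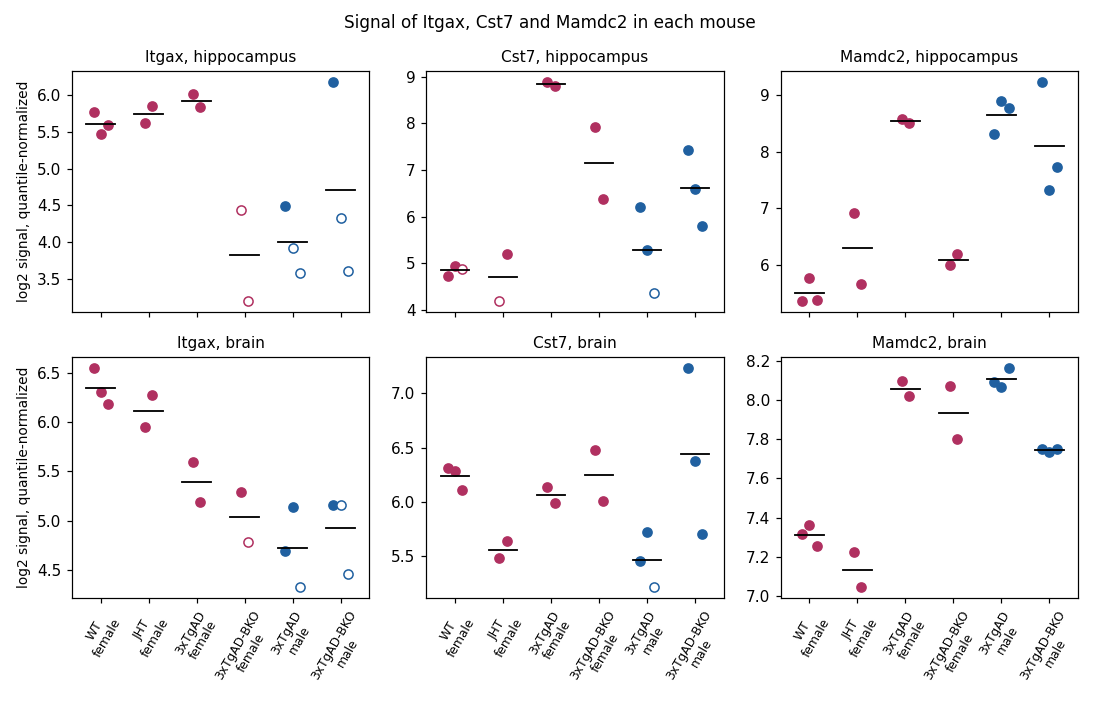
Log2 signal of Itgax, Cst7 and Mamdc2 (columns) on each hippocampal and brain array (rows of plots), by genotype and sex. Red points are females and blue points males, open points were not well above background, and lines are group means. In the hippocampus, Mamdc2 lies at 6.00 and 6.19 in the 3×TgAD-BKO females and at 8.50 and 8.58 in the 3×TgAD females.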

Brain and hippocampal RNA microarray analyses indicated that B-cell deficiency prevented loss of TGFβ1^+^ microglia in the hippocampi and brains of 3×TgAD mice, as its expression was upregulated (Fig. 4D) while DAM-related transcriptional signature genes, such as *Itgax*, *Cst7*, *Clec7a*, *Mamdc2*, and *Saa3* (ref. ^4^) were downregulated in 3×TgAD-BKO mice (Supplementary Fig. 4E, Supplementary Data 1–3, and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165111). B-cell deficiency did not affect expression of *IL1β* nor other DAM genes, such as *TNFα*, *Igf1*, and *Lilrb4* (Supplementary Fig. 4E and Supplementary Data 1–3). 

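On the arrays, Il1b (NM_008361) and Tnf (NM_013693) were not well above background in the hippocampus of 3×TgAD-BKO or 3×TgAD females, and Tnf was not in their brain either, so no change could be measured there. Brain Il1b was 6.13 ± 0.19 (SD, n = 2) in 3×TgAD-BKO and 5.29 ± 0.26 (SD, n = 2) in 3×TgAD females. That log2 change of 0.84 had a standard error of 0.79 (adjusted p = 0.749). Lilrb4, listed on the arrays as Lilrb4a (NM_001291894), changed by 0.31 (standard error 0.96, adjusted p = 0.987) in the hippocampus and by 0.58 (standard error 0.49, adjusted p = 0.704) in the brain. Igf1 (NM_010512) had 4 probes, and the one with the highest mean changed by -0.39 (standard error 0.17, adjusted p = 0.292) in the hippocampus and by -0.19 (standard error 0.21, adjusted p = 0.799) in the brain. The brain change of Igf1 turned to 0.08 with the mean of its probes, and the hippocampal one to 0.58 in males and 0.19 with both sexes compared. Over the genes well above background in the females' hippocampus, Igf1 and Lilrb4a, the median change was -0.039 (fry, adjusted p = 0.588). Among males, hippocampal Igf1, Il1b and Lilrb4a were all higher in 3×TgAD-BKO than in 3×TgAD mice (fry, adjusted p = 0.0132, or 0.014 with Tnf, which was under background in both groups). Between the sexes, the change of Igf1 and Lilrb4a differed by a median of -1.46 (fry, adjusted p = 0.0187, or 0.0549 with Il1b and Tnf). In those males, Il1b was at least 3.39-fold higher (limma, adjusted p = 0.106). The neutrophil gene Ltf was also high in the hippocampus of 3×TgAD-BKO males 0 and 8 (9.03 and 8.16), and not in replicate 9 (2.76). In 3×TgAD males it was 2.24, 2.99 and 2.28. The neutrophil genes Elane and Csf3r did not rise with it. The cells behind the males' higher values therefore stay open.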

In sum, despite expression of AD-promoting transgenes, DAM accumulation, Aβ plaque deposition, and thus the disease progression required B cells in both 3×TgAD and APP/PS1 models of AD.

**Fig. 3:**
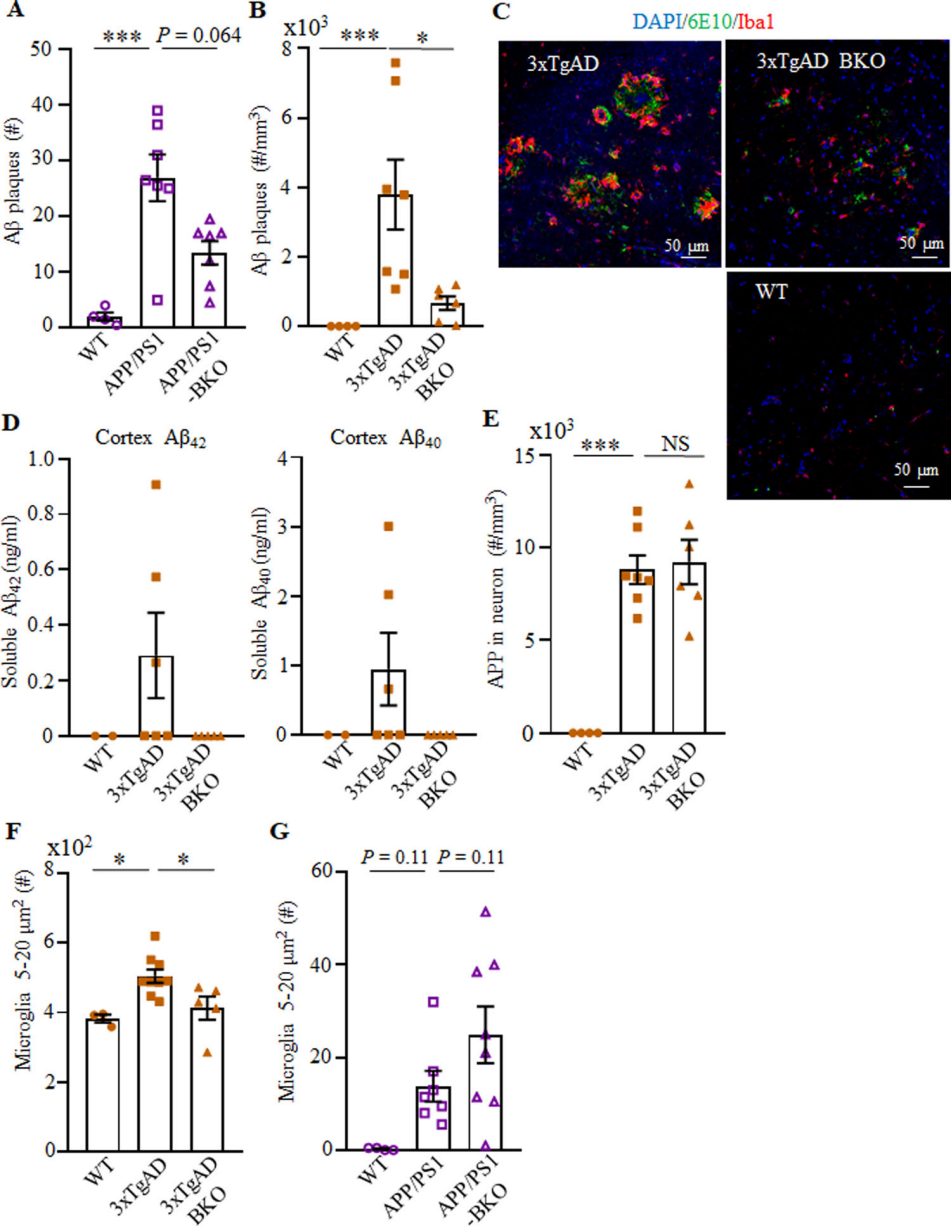
B-cell deficiency reduced the Aβ plaque burden and microglial activation in the hippocampus of AD mice. **A**–**C** show the number of Aβ plaques in APP/PS1 (**A**) and 3×TgAD (**B**) mice (*n* = 4–7), and representative images of immune fluorescent staining of the subiculum of WT, 3×TgAD, and 3×TgAD-BKO mice (**C**, Aβ plaque (green), Iba1^+^ microglia (red), and DAPI (blue); scale, 50 μm). **D** The increase of soluble Aβ_1–40_ and Aβ_1–42_ peptides in the brain of 3×TgAD mice was reversed in 3×TgAD-BKO mice. The results of ELISA in the cortex of indicated mice (*n* = 2–6) are shown. The B-cell deficiency did not affect expression of the transgene, as both 3×TgAD and 3×TgAD-BKO highly expressed transgenic hAPP in hippocampal neurons (**E**, stained with 6E10 as in **B**–**C**). The B-cell deficiency significantly decreased the number (#) of large-sized microglia (5–20 μm^2^) in 3×TgAD (*n* = 3–9, **F**), but not in APP/PS1 mice (*n* = 4–8, **G**). Mean ± SEM is shown; each symbol is for a single mouse. *p < 0.05; ***p < 0.001; NS not significant in Kruskal–Wallis test (**A**, **B**, **G**) or one-way ANOV**A** (**E**, **F**).

**Fig. 4:**
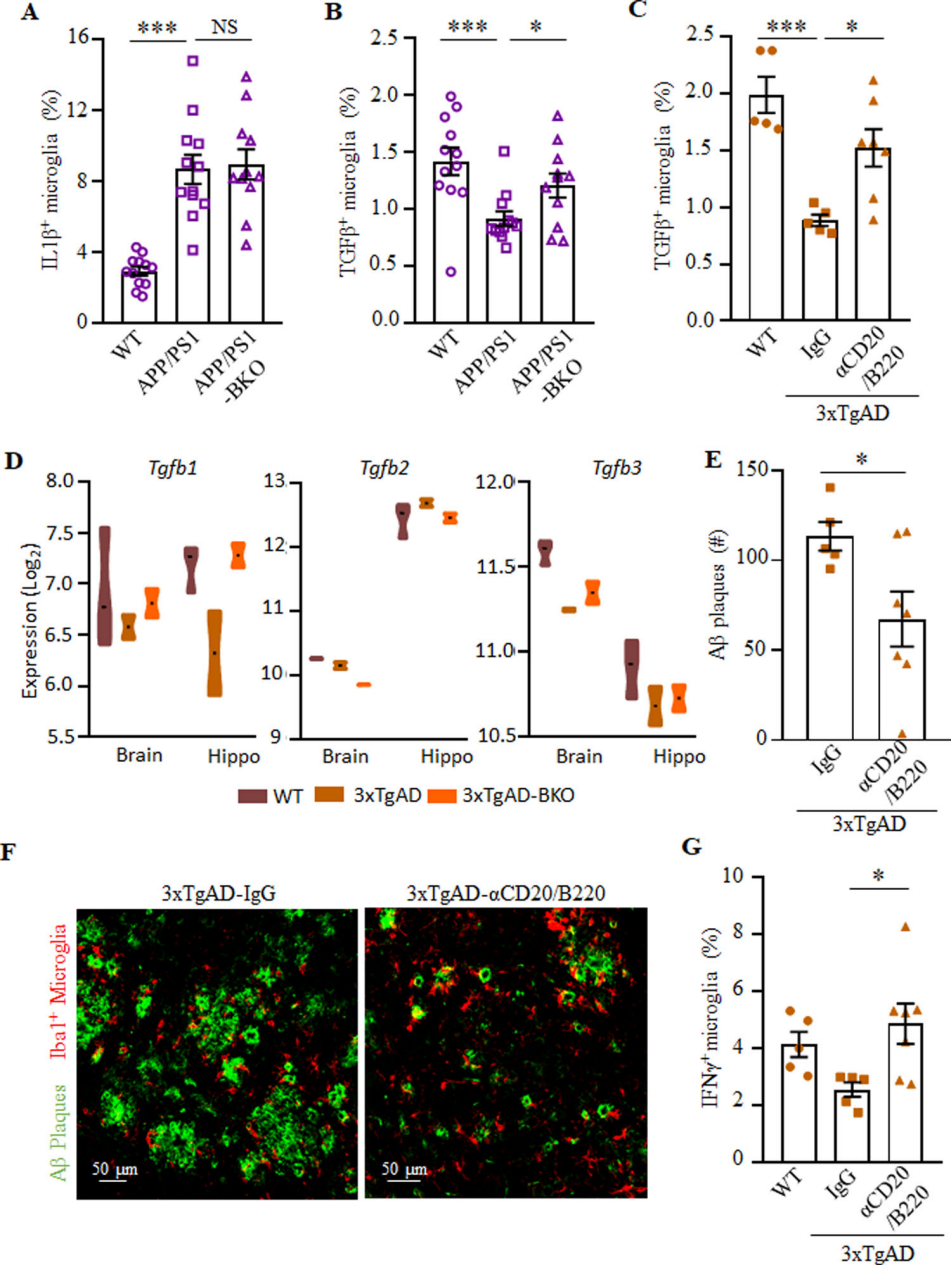
B-cell deficiency at least in part reversed the DAM phenotype. The results of flow cytometric quantification of IL1β^+^ (**A**) and TGFβ^+^ (**B**, **C**) microglia (CD11b^+^CD45^int^) in the brains of indicated mice (*n* = 11–12) are shown. Genetic B-cell deficiency in APP/PS1 mice (APP/PS1-BKO, **B**) or transient depletion of circulating B cells (aCD20/B220, **C**) at the onset of AD (70–79 weeks of age 3×TgAD mice) reversed the AD-associated decrease of TGFβ^+^ microglia. mRNA microarray analyses of hippocampi and brains (without hippocampus) of 3×TgAD mice revealed that the B-cell deficiency (3×TgAD-BKO) upregulates expression of TGFβ1, but not TGFβ2 and TGFβ3 (**D**, *n* = 3). Therapeutic depletion of B cells (aCD20/B220) at the onset of AD ameliorated AD (**E**–**G**), as it markedly decreased Aβ plaques in the subiculum (quantification and representative images are shown in **E** and **F**, respectively; Aβ plaque (green) and Iba1^+^ microglia (red, **F**), *n* = 6–8; independently reproduced twice). B-cell depletion reversed the reduction of IFNγ^+^ microglia in 3×TgAD mice (**G**, *n* = 5–7). Mean ± SEM is shown; each symbol is for a single mouse. Gating strategy is shown in Supplementary Fig. 9B. *p < 0.05; ***p < 0.001 in one-way ANOVA (**A**–**C**, **G**) or unpaired *t* test (**F**).

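The labels give 2 females and 3 males for each of 3×TgAD and 3×TgAD-BKO and 3 female WT mice. In WT females, Tgfb1 had a log2 signal of 6.72 ± 0.65 (SD, n = 3) in the hippocampus and 6.83 ± 0.63 (SD, n = 3) in the brain. In 3×TgAD females it was lower than in WT by less than this spread. The log2 change was -0.44 (standard error 0.41, adjusted p = 0.789) in the hippocampus and -0.29 (standard error 0.40, adjusted p = 0.906) in the brain, and the latter was 0.04 without WT replicate 10. With both sexes, 5 against 5 mice, the Tgfb1 change of 3×TgAD-BKO against 3×TgAD was 0.25 (adjusted p = 0.869) in the hippocampus and 0.37 (adjusted p = 0.59) in the brain. In the brain of males it was 0.46 (adjusted p = 0.62). Between the tissues, the females' change of Tgfb1 differed by 0.78 (adjusted p = 0.723, or 0.516 with the mouse as a block).

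Tgfb2 (NM_009367) changed by -0.23 (standard error 0.26, adjusted p = 0.772) in the hippocampus of females and by -0.29 (standard error 0.11, adjusted p = 0.32) in their brain. With the slide as a block, the brain change of Tgfb2 had a limma adjusted p of 0.0484, and over the alternatives it ranged from 0.0484 to 0.927. The block altered only the spread there, since the females compared share a slide. Compared in males, Tgfb2 was higher in 3×TgAD-BKO, by 0.50 in the hippocampus and 0.15 in the brain. Tgfb3 (NM_009368) changed by 0.05 (standard error 0.29, adjusted p = 1) and 0.14 (standard error 0.13, adjusted p = 0.733) in the females' hippocampus and brain. Its hippocampal sign turned with scaling to the 75th percentile (-0.02) and without 3×TgAD replicate 1 (-0.04) or 3×TgAD-BKO replicate 6 (-0.02). Compared in males, Tgfb3 changed by -0.19 and -0.05. Among the hippocampi of 3×TgAD-BKO mice, Tgfb3 was 9.81 in male replicate 0, apart from the next at 10.66.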

Next, we sought to test whether progression of EOAD can also be controlled by a therapeutic inactivation or depletion of B cells at the disease onset. To test this idea, 3×TgAD mice (60–70 weeks old, female) were intraperitoneally injected with anti-CD20/B220 antibody (which depletes B cells in the circulation) for 2 months. Control mice were treated with isotype-matched IgG. The anti-CD20/B220 Ab efficiently depleted B cells in the circulation (Supplementary Fig. 5A). Compared with control treated mice, the anti-CD20/B220 Ab-treated 3×TgAD showed a trend toward increased activity in the OFA (*p* = 0.07, 30 min, *n* = 5, Supplementary Fig. 5B). The treatment however significantly reduced the number of Aβ plaques in the subiculum of AD mice (*p* < 0.05, Fig. 4E, F), but did not affect the number of large (>50 µm^2^) Iba1^+^ microglial cells in the hippocampus (Supplementary Fig. 5C). To understand this discrepancy, we repeated anti-CD20/B220 Ab treatment in a different cohort of female 60–70-week-old 3×TgAD mice for 2 months (*n* = 6–7) and then performed a flow cytometry evaluation of microglial cytokines in the perfused brains. As noted above, in 3×TgAD-BKO mice, B-cell depletion significantly reversed the decrease of TGFβ^+^ and IFNγ^+^ microglia in 3×TgAD mice to almost the levels in WT mice (both in terms of frequency and numbers, *p* < 0.05, Fig. 4C, G and Supplementary Fig. 5D, E) while not affecting IL1β^+^ microglia, which was comparably upregulated in aged 3×TgAD and WT mice (Supplementary Fig. 5F).

To validate these results, we used a third mouse model of EOAD, the 5×FAD mice that develop a more aggressive AD pathology by 40 weeks of age because of a large burden of Aβ plaques caused by additive effects of five familial AD mutations^41^. In this model, others have linked AD progression to a decrease in frequency of potentially beneficial B1a cells^42^. However, our cohorts of 5×FAD mice did not exhibit a decrease in B cells, including B1a and B1b cells (both in terms of number and frequency), as compared with control age-matched littermates (Supplementary Fig. 6A, B). The B cells and B1 cells in 5×FAD mice instead appeared to be activated, as they significantly upregulated expression of 4-1BBL (Supplementary Fig. 6C, D). In concordance, IC cytokine staining of splenic cells revealed marked increase of IL10, TGFβ, and IFNγ in B cells (Supplementary Fig. 6E). To test whether depletion of these activated B cells also ameliorates AD, 5×FAD mice (35–47 weeks old, female) were i.p. injected with anti-CD20/B220 Ab or control IgG (*n* = 7–12) for 2 months. Mice were then evaluated in the OFA for exploratory behavior and anxiety. While control IgG-treated 5×FAD mice showed reduced exploratory behavior compared with WT littermates, this effect was reversed in B-cell-depleted mice (*F*(2,25) = 5.25, *p* = 0.013; wt vs 5×FAD *p* = 0.03, 5×FAD+IgG vs 5×FAD + αCD20 *p* = 0.02, Fig. 5A). To confirm this result, we quantified Aβ plaques and activated microglia in the hippocampus of these mice. Compared with IgG treatment, B-cell depletion in 5×FAD mice significantly reduced the number of Aβ plaques (Fig. 5B, C) and the large-sized Iba1^+^microglia (Fig. 5D). We repeated the 2-month B-cell depletion experiment in a different cohort of age-matched, female 5×FAD and WT mice (*n* = 5–12), and evaluated microglial cells using flow cytometry in perfused with saline brains. Similar to 3×TgAD and APP/PS1 mice, TGFβ^+^ and IL10^+^ microglia were significantly decreased in 5×FAD mouse brains as compared with that of WT mice (*p* < 0.001, Fig. 5E, F). B-cell depletion reversed the decrease of TGFβ^+^ and IL10^+^ microglia in 5×FAD mice (Fig. 5E, F). As in other models, the treatment did not decrease hippocampal IL1β^+^ microglia (Supplementary Fig. 7A, B), presumably to support clearance of Aβ plaques^43^. Collectively, we concluded that depletion of B cells can retard progression of AD even if applied at the onset of the disease.

**Fig. 5:**
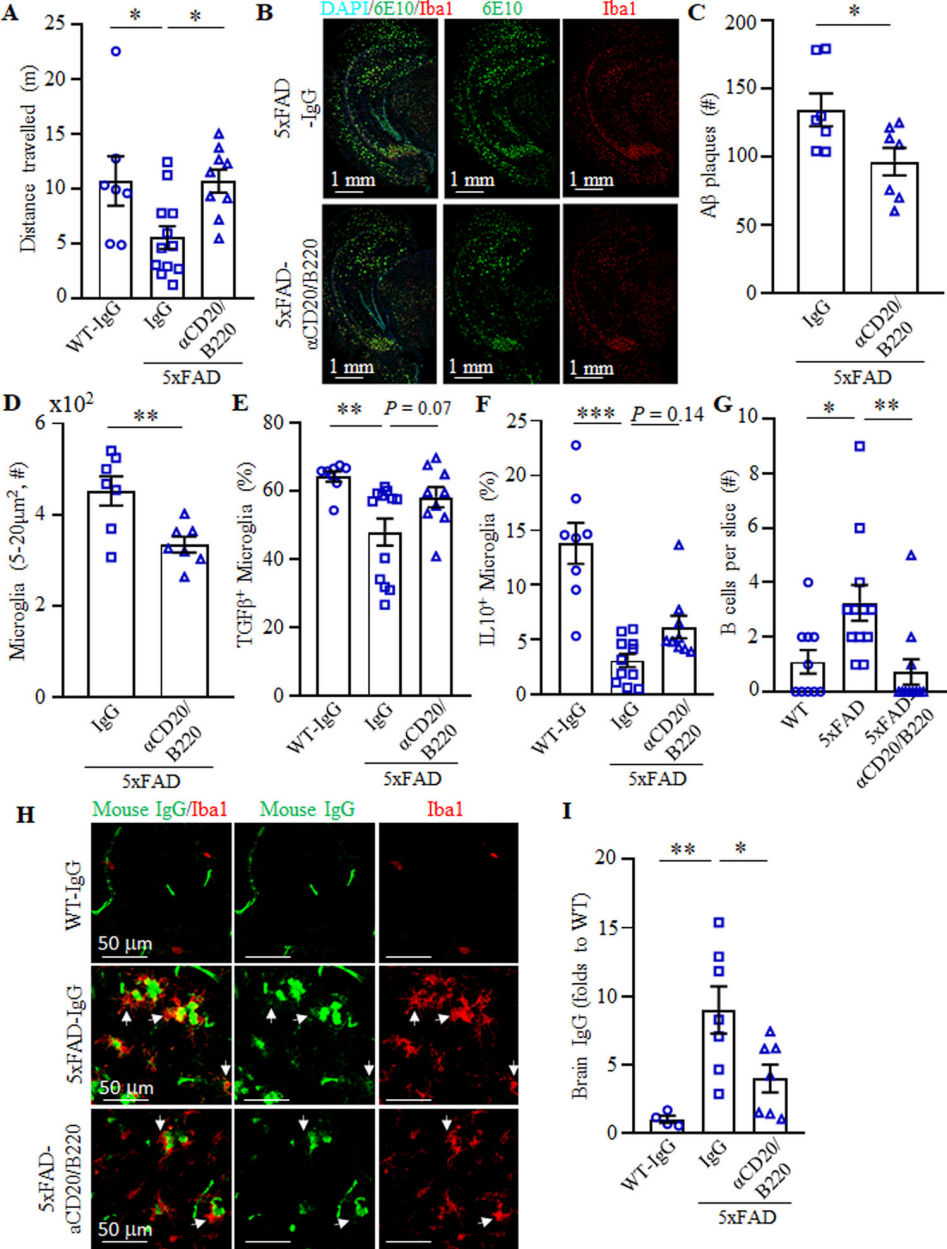
Therapeutic depletion of B cells improves AD symptoms in 5×FAD mice. OFA test revealed that B-cell depletion improves the retarded locomotion of 5×FAD mice (**A**, total distance travelled in first 5 min). B-cell depletion reduced Aβ plaque burden in the hippocampus (**B**, **C**). Representative immune fluorescent staining images for Aβ plaques (green), Iba1^+^ microglia (red), and DAPI (cyan) are shown in **B**. In **C** and **D**, the results of quantification of Aβ plaques and microglia are shown (**D**, large size, 5–20 μm^2^), respectively. **A**–**D** Results were reproduced twice, *n* = 7–12. Flow cytometric evaluation of brain microglia (CD11b^+^CD45^int^) revealed that B-cell depletion increases the frequency (%) of TGFβ ^+^ (**E**) and IL10^+^ (**F**) microglia in 5×FAD mice (*n* = 10–12). As shown with immune fluorescent staining, B220^+^ B cells were markedly increased in the brain parenchyma of 5×FAD compared with WT controls, which was lost after transient B-cell depletion (**G**, *n* = 9–12). The brains of 5×FAD mice contained high levels of IgG as compared with WT controls, which was also reversed by transient depletion of B cells (**H** and **I**). In **H**, IgG is green and Iba1^+^ microglia is red. Brain IgG quantification is in **I** (*n* = 5–7). Mean ± SEM is shown; each symbol is for a single mouse. Gating strategy is shown in Supplementary Fig. 9B. *p < 0.05; **p < 0.01; ***p < 0.001 in one-way ANOVA (**A**, **E**, **F**, **I**), Kruskal–Wallis test (**G**), or unpaired *t* test (**C**, **D**).

We then wondered whether B cells promote AD by infiltrating the brain parenchyma. Since the low numbers of B cells (<1% of CD45^+^ cells, not depicted) detected in flowcytometric analyses cannot discriminate between cells residing inside or outside of the parenchyma, we performed immune fluorescent staining of perfused and cryopreserved brain sections of mice. Unlike control age-matched WT mouse brains, we clearly detected a significant increase of B cells in the parenchyma of frontal cortex and hippocampus of 5×FAD mice (Fig. 5G and Supplementary Fig. 7C–E). Importantly, this increase of B cells was almost completely lost in B-cell-depleted 5×FAD mice (Fig. 5G and Supplementary Fig. 7D, E), implying that the cells originated in the circulation. We also stained the brain sections for the presence of IgG. While WT mouse brains were almost devoid of immunoglobulin (Fig. 5H, I), readily detectable and numerous IgG foci were present in the hippocampus parenchyma of 5×FAD mice often colocalized with microglia and Aβ plaques (Fig. 5H, I). This brain IgG increase was lost in B-cell-depleted 5×FAD mice (Fig. 5H, I). However, the depletion did not affect levels of total IgG nor minuscule amounts of Aβ-specific antibody in the circulation (Supplementary Fig. 8A–C), implying that B cells in the brain parenchyma produced IgG and presumably promoted AD.

## Discussions

Taken together, we provide counterintuitive evidence for a “dark” side of B cells—they exacerbate manifestation of AD-like symptoms in addition to producing potentially beneficial Aβ plaque-reducing immunoglobulins^17–21^ and expressing AD-ameliorating cytokines^42^. Although the exacerbation in Rag-deficient APP and 5×FAD mice is linked to the loss of protective B cells and T cells^16,21^, our data revealed that the genetic loss of B cells alone or their transient depletion at the onset of AD improves the disease symptoms of three different mouse models. Unlike a recent report that linked AD progression to the reduction of anti-inflammatory B1a cells in 5×FAD mice^42^, the numbers of B1a and B1b cells in PB, spleen, and cLN were either unaffected (in 5×FAD mice even when followed for 4, 7, and 12 months) or upregulated (in 3×TgAD and APP/PS1 mice). However, regardless of their numbers, we recently reported that the function of B1a cells is not static and is rather controlled by the inflammatory milieu. In the aged hosts, B1a cells lose their anti-inflammatory activity and acquire pathogenic functions, such as becoming 4-1BBL^+^ B1a cells (termed 4BL cells) that induce cytolytic granzyme-B^+^ CD8^+^ T cells and promote insulin resistance^23,44^. In concordance, B1 cells (as well B2 cells, in some models) in AD mice also appeared to acquire an inflamed phenotype, as they upregulated expression of cytokines, such as IFNγ, IL6, TNFα, and IL10, and/or upregulated TGFβ and 4-1BBL. Although age-associated B cells (CD21^−^ CD23^−^ CD19^+^) also accumulate in aging, we did not detect their involvement in our three types of mice with AD.

Consistent with a recent RNA-seq report that revealed presence of mature B cells in the brains of AD mice^4^, our data indicate that AD increases B cells in the brain, and their IgG in the cortex and hippocampus parenchyma, which was often colocalized with Aβ plaques and activated microglia. As in multiple sclerosis and cognitive dysfunction following stroke^45–47^, B cells in the brain presumably produce immunoglobulins and proinflammatory factors exacerbating AD-promoting neuroinflammation. First, transfer of IgG from the circulation into the brain is an inefficient process, as only 0.0017% of intravenously injected immunoglobulin reaches the hippocampus of WT and AD mice^48^. Second, consistent with presumed ability of the intra-blood-brain-barrier sites of AD patients to synthesize immunoglobulin^49^, transient depletion of B cells in 5×FAD mice significantly decreased brain B cells and IgG without affecting Aβ-specific and nonspecific antibody levels in sera. Although immunoglobulin is thought to activate and promote microglial uptake of Aβ plaques^21^, the Aβ–IgG complex in CSF is thought to negatively affect the cognitive status of AD patients^50^. Our data also indicate that the loss of B cells, thus IgG, in the brain significantly retards the development of AD. Although the mechanism of this process is a topic of a different study, we think that brain IgG (or its immune complex) alone or in concert with B-cell cytokines exacerbates neuroinflammation in AD. To do this, the brain IgG presumably targets chronically stressed DAMs (and other brain cells)^4^ through their upregulated Fc-receptors and complement^51–53^, as recently shown for myelin–IgG immune complexes from the brain of people with multiple sclerosis, which break immune tolerance of human microglia to microbial stimuli and cause harmful neuroinflammation via FcγRI and FcγRIIa^54^. This in turn leads to downregulation of TGFβ^+^ microglia, i.e., reduction in survival of resting M0 microglia and Aβ plaque clearance^3,40,55^. Similar decrease in expression of TGFβ in DAM and increase in signals of mature B cells is also noted in recent brain RNA-seq results of AD mice^4^. Conversely, the loss of B cells increased TGFβ^+^ microglia as well downregulated expression of *Trem2*, *Clec7a*, and *Itgax* in the hippocampus, i.e., replacement of DAM with microglia that eliminate Aβ oligomers and other neurotoxic debris^8–10^, reduced Aβ plaques and improved behavioral impairments of our AD mice. It is tempting to speculate that B cells similarly participate in EOAD in humans, as the severity of the disease in humans with mild AD is correlated with accumulation of double negative memory CCR6^+^ B cells in the circulation^56^. Moreover, elderly humans accumulate pathogenic 4-1BBL^+^TNFα^+^ B cells that induce antigen-specific CD8^+^ T cells and promote insulin resistance^22,23^, two events linked to AD^57,58^. 

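On the hippocampal arrays, Trem2 (NM_001272078) had a log2 signal of 12.42 ± 0.38 (SD, n = 2) in 3×TgAD-BKO and 12.50 ± 0.29 (SD, n = 2) in 3×TgAD females. Its log2 change of -0.07 (standard error 0.24) was smaller than the spread of either group, with a limma adjusted p of 0.993, or 0.913 adjusted over the list alone. The change was 0.13 without 3×TgAD replicate 1 and 0.19 without 3×TgAD-BKO replicate 7. In males Trem2 was higher in 3×TgAD-BKO by 0.69 (adjusted p = 0.124), and with both sexes by 0.39. Itgax, at least 2.98-fold lower in 3×TgAD-BKO females, changed by 0.71 in males (standard error 0.55, adjusted p = 0.513). In those males it was well above background on 1 of 3 arrays of either genotype, and the 3×TgAD-BKO males lay at 6.18 (replicate 0), 4.33 and 3.62. With both sexes, the log2 change of Itgax was -0.41 (standard error 0.57, adjusted p = 0.884).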

We therefore propose that the inactivation of B cells can also benefit humans with AD, as therapeutic B-cell removal even at the onset of the disease reversed manifestation of AD in mice.

## Methods

### Mice

The animal protocols were approved and permission was granted to perform animal experiments by the ACUC committee of the National Institute on Aging (ASP 321-LMBI-2022) under the Guide for the Care and Use of Laboratory Animals (NIH Publication No. 86-23, 1985). AD transgenic mice (5–80 weeks of age, females) were bred, aged, and housed in the same, specific pathogen-free environment at the National Institute on Aging (NIA). Female C57BL/6j mice (Stock # 000664) were purchased from Jackson Laboratory (Bar Harbor, ME) and congenic 3×TgAD mice (triple transgenic with three human genes associated with familial AD, B6;129-Psen1^tm1Mpm^ Tg(APPSwe,tauP301L)1 Lfa/Mmjax))^24,25^, APP/PS1 mice (B6.Cg-Tg(APPswe,PSEN1DE9) 85Dbo/J)^16^, 5×FAD mice expressing mutant human APP and PSEN1 genes (B6.Cg-Tg;APPSwFILon,PSEN1*M146L*L286V)^21^ and J_H_T mice (B6.129P2-*Igh-J*^*tm1Cgn*^/J), which do not develop functional B cells in the circulation due to the immunoglobulin J_H_ locus deletion^26^, were bred and maintained at NIA, Baltimore, MD. Transient B-cell depletion was performed as previously reported^22,59^, such as mice were injected intraperitoneally (i.p., three to six times for 2–3 months) with anti-CD20 Ab (clone 5D2, Genetech, 100 μg/mouse) and anti-B220 Ab (150 μg/mouse, TIB-146, BioXCell).

### Tissues and blood processing

Single-cell suspension of spleen and cLN was prepared using a 70 μm cell strainer (BD Falcon, Bedford, MA). Blood was collected in tube with 2 mg/ml of Na-heparin (Sigma). Spleen and blood cell suspensions were treated with ACK buffer to remove red blood cells. The brains were dissociated with Adult Brain Dissociation kit for mouse and rat (MiltenyiBiotec, Auburn, CA) using GentleMACS™ Dissociator (MiltenyiBiotec), following the manufacturer’s instruction.

### Flow cytometry (FACS)

Antibodies (Ab, see Supplementary Data 4) to mouse CD19, CD5, CD11b, CD43, 4-1BBL, IFNγ, IL1β, TGFβ, IL10, IL6, CD11b, and CD45 and their isotype-matched control Ab were purchased from Biolegend, eBioscience, BD Bioscience, and R&D Systems, unless specified. For IC cytokine staining, cells were stimulated with 50 ng/ml PMA (Tocris Bioscience) and 500 ng/ml ionomycin (Tocris Bioscience) for 1–2 h, followed by Golgi stop for 3–4 h using 10 μmol/l of Monensin or Brefeldin A (eBioscience); and then stained following manufacturer’s instruction for IC fixation and permeabilization (eBioscience). Concentration of antibody used in FACS staining was 1 μg per 10^6^ cells. Data were analyzed on FACS Canto II (BD) or CytoFLEX (Beckman Coulter, Inc.) using FlowJo software (Tree Star, Inc.) or CytExpert software (Beckman Coulter, Inc.).

### Brain immune fluorescent staining

Mice were perfused with PBS for 20–30 min after euthanasia with CO_2_, and the brains were removed and washed with PBS, and then half brain was fixed by 4% PFA in PBS. After 24-h fixation, the brain was transferred to PBS buffer containing 30% sucrose in 15 ml tubes for ~2 days until the brain sank to the bottom. Next, the brains were embedded in OCT compound, frozen on dry ice and stored in −80 °C before cryosection. A total of 30-µm thick coronal sections containing hippocampus were collected with 240 µm interval to get eight sets and two to six slices of each mouse were stained for each immunofluorescence staining. For immunofluorescence staining, we adopted free-floating staining method: after two washes with PBS, the brain slices were incubated in 0.3 M glycine buffer for 30 min at room temperature (RT), and then blocked and permeabilized with IF buffer (2% donkey serum, 2% BSA, and 0.1% Triton X-100 in PBS) for 30–60 min at RT. Brain slices were incubated with designated Abs or their isotype control immunoglobulins purchased from Abcam, overnight at 4 °C followed by 15–60-min incubations at RT. After three washes with PBS, brain slices were incubated with fluorochrome-conjugated secondary Abs from Abcam (Donkey anti-mouse IgG H&L-Alexa Fluor 488; Donkey anti-rabbit IgG H&L-Alexa Fluor 568; Donkey anti-rat IgG H&L-Alexa Fluor 568; Donkey anti-goat IgG H&L-Alexa Fluor 647;) at RT for 2 h. After three washes with PBS, slides were mounted with ProLong™ Gold/Diamond Antifade Mountant with DAPI (Invitrogen). For IgG staining, brain slices were incubated with Iba1 antibody for 2 h at RT followed by wash with PBS, and then incubated with Alexa Fluor 488 labeled F(ab′)2-Goat anti-Mouse IgG (H + L) Antibody (cat # A-11017) and Donkey anti-rabbit IgG H&L-Alexa Fluor 568. The information of the first antibodies used is as below: purified anti-β-Amyloid, 1-16 Antibody (clone 6E10, cat # 803002), Recombinant Anti-Iba1 antibody (cat # ab178846), Mouse IL1 beta /IL-1F2 Antibody (cat # AF-401-NA), Anti-CD45R (B220) antibody (cat # ab64100), ZO-1 Polyclonal Antibody (cat # 40-2300), and Mouse Laminin alpha 4 Antibody (cat # AF3837).

Images were acquired with a Zeiss LSM 710 confocal microscope equipped with a ×20/0.8 and a ×20 Plan-Apochromat dry objectives (Carl Zeiss). For Aβ plaque and microglia quantification, subculum region for 3×TgAD model, or dentate gyrus region for APP/PS1 model, or whole hippocampus region for 5×FAD model were respectively identified in the coronal brain slices and imaged. For brain IL1β or IgG quantification, subculum region was imaged. For brain B220^+^ B-cell quantification, the whole brain was observed and images for B220^+^ B cells were captured. The quantification of all images was performed with ImageJ software. For Aβ and microglia quantification, the image of up to six slices per mouse were acquired and quantified in the subiculum region (3×TgAD model), DG region (APP/PS1 model), or whole hippocampus (5×FAD model). Briefly, the single channel image was converted into 8-bit image and proper threshold was chosen and fixed for all the images in the same experiment, then “analyze particles” function was used for quantified the number or area of 6E10 plaque and Iba1^+^ microglia. The representative image for microglia quantification was shown in Supplementary Fig. 3G. For B220^+^ B-cell quantification, the whole brain region was carefully observed and the images of B220^+^ B cells were acquired, and the location of B cells was distinguished by ZO-1 or laminin a4 staining or bright field.

### Measurement of soluble Aβ_40/42_ peptides

Cerebral cortex and hippocampus were separated from PBS-perfused mouse brains, and stored at −80 °C. Soluble and insoluble protein fractions were purified using a modification of previously published protocol for Aβ peptides^60^. Briefly, tissues were mechanically homogenized in in TBS-Triton 1% (120 mM NaCl, 50 mM Tris, pH 8.0, 150 mg/ml (tissue/buffer)), including protease inhibitor cocktail (1:100, P2714, Sigma, St. Louis, MO), then incubated on ice for 30 min followed by centrifugation for 120 min at 17,000 × *g* at 4 °C. Supernatant, containing TBS-T-soluble fraction of mouse Aβ1–40 and Aβ1–42 was removed and stored at −20 °C. The remaining pellet, containing insoluble Aβ was resuspended in 70% formic acid and incubated on ice for 30 min, followed by centrifugation at the same conditions as mentioned above. Formic acid-soluble supernatant was separated and neutralized using 1 M Tris (pH = 11, 20-time the volume of the formic acid) and stored at −20 °C. Total protein concentration was determined using the BCA method (cat # 23225, Thermo Fisher Scientific, Waltham, MA). TBS-S and formic acid soluble levels Aβ_1–40_ and Aβ_1–42_ in the cortex were measured using sandwich-ELISA protocol in 96-well polystyrene microplates (655061, Greinerbio-one, Monroe, NC) were covered with 50 μl of anti-rabbit-N-terminus Aβ_1–14_ (ab2539, Abcam, Cambridge, UK) at a concentration of 5 μg/ml in carbonate–bicarbonate buffer (pH = 9.6) and incubated overnight at 4 °C. Plates were washed four times in PBS-T solution (0.1% Triton X in PBS) and blocked with 2% BSA solution in PBS. A total of 50 μl of tissue homogenate were applied to each well, and incubated for 60 min at RT. Plates were then washed five times in PBS-T, and the following detection antibodies were added: Anti-Aβ_1–40_ antibody (ab20068, Abcam, Cambridge, UK) diluted at 1:500 or anti Aβ_1–42_ antibody (05-831, Millipore, Billerica, MA) at 1:2500, and incubated for 60 min at RT. Next, plates were washed five times in PBS-T and secondary goat anti-mouse IgG HRP-conjugated antibody was added (115-035-003, Peroxidase AffiniPure Goat Anti-Mouse, Jackson immunoresearch, PA) at a dilution of 1:5000. Plates were washed five times with PBS-T and 50 μl of 3, 3′, 5, 5′-tetramethylbenzidine substrate (00-4201-56, Affimetrix eBioscience, San Diego, CA) was added. The color reaction was allowed to develop for 3 min and was stopped by adding 50 μl of 2 M H_2_SO_4_. Optical density was measured at 450 nm using a spectrophotometer. Standard curve was carried out using known concentrations of recombinant Aβ_1–40_ and Aβ_1–42_.

### Behavioral tests

For the MWM test, we used a 140-cm-diameter tub containing a 15 × 15 cm square platform submerged 1 cm below the water surface. Water was maintained at 21 ± 1 °C and colored with white paint. Mice underwent four trials per day, released from each of four compass points (N, S, W, E) in a randomized order. If a mouse did not find the hidden platform within 60 s, it was gently guided to the platform. All mice remained on the platform for 10 s at the end of each trial, were towel tried, and returned to their home cage. After 5 days of training mice were subjected to a 60-s probe trial that took place 24 h after the last training trial. The platform was removed and mice were placed on the opposite wall at the point furthest from the former platform location. The day after the probe trial, mice were tested for four trials in their ability to swim to a visible platform. Swimming was analyzed with ANY-Maze software (Stoelting). For the open field test, mice were placed in a 34 × 34 × 25 cm white acrylic chamber and recorded by overhead camera for 60 min. Because the first few minutes in this test are maximally sensitive to AD transgenic mice^30^, we focused analysis on the initial 5 minutes. Tracks were analyzed with ANY-Maze software. Analysis in all behavior experiments was performed using ANY-Maze software. For the gait analysis, mice were tested on a fixed-speed treadmill apparatus (DigiGait; Mouse Specifics). Mice were habituated to the apparatus for 1 min, and then given a 1-min run at 5 cm/s. Following a 1-min rest, the treadmill speed was increased to 15 cm/s. Video was collected at high speed from a ventrally placed camera, and 3–5 s of representative gait video was selected by an experienced user for automated analysis.

### Microarray analysis

From PBS-perfused brains or hippocampi of mice, total RNA was isolated with RNeasy Plus micro kit (QIAGEN) according to manufacturer’s instruction. Microarray analysis was performed using the Illumina and Agilent platforms, then we quantile-normalized the gene expression profiles^61^, log2-transformed the raw probe intensity values and estimated the gene expression using the probe with the highest average expression^62^. Microarray data are submitted at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165111.

### Immunoglobulin ELISA

Blood was collected in BD Microtainer^®^ Tubes and serum was separated by centrifugation following the manufacturer’s instruction. For Aβ-specific immunoglobulin ELISA, sera (diluted in 0.05% Tween20/2% BSA/PBS) were incubated in 96-well plates coated with 4–8 μg/ml Aβ_1–42_ peptide (AnaSpec, cat # AS-24224) and quantified using HRP-conjugated goat anti-mouse IgA, IgM, or IgG antibodies. For serum immunoglobulin ELISA, Ig Isotyping Mouse Uncoated ELISA Kit (Invitrogen, Cat No. # 88-50630-88) was used, following the manufacturer’s instruction.

### Statistical analysis

All statistical analyses were performed with GraphPad Prism (Prism 8; Graph Pad Software, Inc.). Normality tests were conducted to decide whether the data are from normally distributed population. Unpaired *t* test or one-way ANOVA, for two groups or three groups, respectively, was used if the data are considered to be normally distributed, otherwise Mann–Whitney test or Kruskal–Wallis test was used for two groups or three groups, respectively. Due to changes in variance across days of invisible platform testing in MWM, as is typical in this task^63^, each day was individually analyzed using one-way ANOVA. Bonferroni post hoc tests were conducted when appropriate. The results were presented as the mean with each individual data point or in bar graph ± SEM. A *p* value <0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All data associated with this study can be found in the paper or supplementary materials. The microarray data are deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165111. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Hardy J, Selkoe DJ (2002). The amyloid hypothesis of Alzheimer’s disease: progress and problems on the road to therapeutics. Science.

[2] Ma D (2012). TGF-beta induced by interleukin-34-stimulated microglia regulates microglial proliferation and attenuates oligomeric amyloid beta neurotoxicity. Neurosci. Lett..

[3] Tichauer JE, von Bernhardi R (2012). Transforming growth factor-beta stimulates beta amyloid uptake by microglia through Smad3-dependent mechanisms. J. Neurosci. Res..

[4] Keren-Shaul H (2017). A unique microglia type associated with restricting development of alzheimer’s disease. Cell.

[5] Brionne TC, Tesseur I, Masliah E, Wyss-Coray T (2003). Loss of TGF-beta 1 leads to increased neuronal cell death and microgliosis in mouse brain. Neuron.

[6] Monje ML, Toda H, Palmer TD (2003). Inflammatory blockade restores adult hippocampal neurogenesis. Science.

[7] Ekdahl CT, Claasen JH, Bonde S, Kokaia Z, Lindvall O (2003). Inflammation is detrimental for neurogenesis in adult brain. Proc. Natl Acad. Sci. USA.

[8] Rogers J, Strohmeyer R, Kovelowski CJ, Li R (2002). Microglia and inflammatory mechanisms in the clearance of amyloid beta peptide. Glia.

[9] DeWitt DA, Perry G, Cohen M, Doller C, Silver J (1998). Astrocytes regulate microglial phagocytosis of senile plaque cores of Alzheimer’s disease. Exp. Neurol..

[10] Mawuenyega KG (2010). Decreased clearance of cns beta-amyloid in Alzheimer’s disease. Science.

[11] in t’ Veld BA (2001). Nonsteroidal antiinflammatory drugs and the risk of Alzheimer’s disease. N. Engl. J. Med..

[12] Thevaranjan N (2017). Age-associated microbial dysbiosis promotes intestinal permeability, systemic inflammation, and macrophage dysfunction. Cell Host Microbe.

[13] Holmes C (2003). Systemic infection, interleukin 1beta, and cognitive decline in Alzheimer’s disease. J. Neurol. Neurosurg. Psychiatry.

[14] Fisher Y, Nemirovsky A, Baron R, Monsonego A (2010). T cells specifically targeted to amyloid plaques enhance plaque clearance in a mouse model of Alzheimer’s disease. PLoS ONE.

[15] Browne TC (2013). IFN-gamma production by amyloid beta-specific Th1 cells promotes microglial activation and increases plaque burden in a mouse model of Alzheimer’s disease. J. Immunol..

[16] Spani C (2015). Reduced beta-amyloid pathology in an APP transgenic mouse model of Alzheimer’s disease lacking functional B and T cells. Acta Neuropathol. Commun..

[17] Gold M, Mengel D, Roskam S, Dodel R, Bach JP (2013). Mechanisms of action of naturally occurring antibodies against beta-amyloid on microglia. J. Neuroinflammation.

[18] Britschgi M (2009). Neuroprotective natural antibodies to assemblies of amyloidogenic peptides decrease with normal aging and advancing Alzheimer’s disease. Proc. Natl Acad. Sci. USA.

[19] Morgan D (2000). A beta peptide vaccination prevents memory loss in an animal model of Alzheimer’s disease. Nature.

[20] Olkhanud PB (2012). DNA immunization with HBsAg-based particles expressing a B cell epitope of amyloid beta-peptide attenuates disease progression and prolongs survival in a mouse model of Alzheimer’s disease. Vaccine.

[21] Marsh SE (2016). The adaptive immune system restrains Alzheimer’s disease pathogenesis by modulating microglial function. Proc. Natl Acad. Sci. USA.

[22] Lee-Chang C (2014). Accumulation of 4-1BBL+ B cells in the elderly induces the generation of granzyme-B+ CD8+ T cells with potential antitumor activity. Blood.

[23] Bodogai, M. et al. Commensal bacteria contribute to insulin resistance in aging by activating innate B1a cells. *Sci. Transl. Med.***10**, eaat4271 (2018).10.1126/scitranslmed.aat4271PMC644526730429354

[24] Oddo S (2003). Triple-transgenic model of Alzheimer’s disease with plaques and tangles: intracellular Abeta and synaptic dysfunction. Neuron.

[25] Sterniczuk R, Antle MC, Laferla FM, Dyck RH (2010). Characterization of the 3xTg-AD mouse model of Alzheimer’s disease: part 2. Behavioral and cognitive changes. Brain Res..

[26] Chen J (1993). Immunoglobulin gene rearrangement in B cell deficient mice generated by targeted deletion of the JH locus. Int. Immunol..

[27] Filali M (2012). Cognitive and non-cognitive behaviors in the triple transgenic mouse model of Alzheimer’s disease expressing mutated APP, PS1, and Mapt (3xTg-AD). Behav. Brain Res..

[28] Chiquita S (2019). A longitudinal multimodal in vivo molecular imaging study of the 3xTg-AD mouse model shows progressive early hippocampal and taurine loss. Hum. Mol. Genet..

[29] Borchelt DR (1997). Accelerated amyloid deposition in the brains of transgenic mice coexpressing mutant presenilin 1 and amyloid precursor proteins. Neuron.

[30] O’Leary TP, Hussin AT, Gunn RK, Brown RE (2018). Locomotor activity, emotionality, sensori-motor gating, learning and memory in the APPswe/PS1dE9 mouse model of Alzheimer’s disease. Brain Res. Bull..

[31] Atwood CS, Bowen RL (2015). A unified hypothesis of early- and late-onset Alzheimer’s disease pathogenesis. J. Alzheimers Dis..

[32] Roda, A. R., Esquerda-Canals, G., Marti-Clua, J. & Villegas, S. Cognitive impairment in the 3xTg-AD mouse model of alzheimer’s disease is affected by abeta-immunotherapy and cognitive stimulation. *Pharmaceutics***12**, 944 (2020).10.3390/pharmaceutics12100944PMC760188633023109

[33] Greene SJ, Killiany RJ, Alzheimer’s Disease Neuroimaging, I. (2012). Hippocampal subregions are differentially affected in the progression to Alzheimer’s disease. Anat. Rec..

[34] Stence N, Waite M, Dailey ME (2001). Dynamics of microglial activation: a confocal time-lapse analysis in hippocampal slices. Glia.

[35] Bachstetter AD (2015). Disease-related microglia heterogeneity in the hippocampus of Alzheimer’s disease, dementia with Lewy bodies, and hippocampal sclerosis of aging. Acta Neuropathol. Commun..

[36] El Hajj H (2019). Ultrastructural evidence of microglial heterogeneity in Alzheimer’s disease amyloid pathology. J. Neuroinflammation.

[37] Stebbing MJ, Cottee JM, Rana I (2015). The role of ion channels in microglial activation and proliferation - a complex interplay between ligand-gated ion channels, K(+) channels, and intracellular Ca(2.). Front. Immunol..

[38] Abutbul S (2012). TGF-beta signaling through SMAD2/3 induces the quiescent microglial phenotype within the CNS environment. Glia.

[39] Schilling T, Nitsch R, Heinemann U, Haas D, Eder C (2001). Astrocyte-released cytokines induce ramification and outward K+ channel expression in microglia via distinct signalling pathways. Eur. J. Neurosci..

[40] Butovsky O (2014). Identification of a unique TGF-beta-dependent molecular and functional signature in microglia. Nat. Neurosci..

[41] Oakley H (2006). Intraneuronal beta-amyloid aggregates, neurodegeneration, and neuron loss in transgenic mice with five familial Alzheimer’s disease mutations: potential factors in amyloid plaque formation. J. Neurosci..

[42] Baulch, J. E. et al. Immune and inflammatory determinants underlying Alzheimer’s disease pathology. *J Neuroimmune Pharmacol*. **15**, 852–862 (2020).10.1007/s11481-020-09908-9PMC748332832090272

[43] Shaftel SS (2007). Sustained hippocampal IL-1 beta overexpression mediates chronic neuroinflammation and ameliorates Alzheimer plaque pathology. J. Clin. Investig..

[44] Lee-Chang C (2016). Aging converts innate B1a cells into potent CD8+ T cell inducers. J. Immunol..

[45] Michel L (2015). B cells in the multiple sclerosis central nervous system: trafficking and contribution to CNS-compartmentalized inflammation. Front. Immunol..

[46] Cepok S (2005). Short-lived plasma blasts are the main B cell effector subset during the course of multiple sclerosis. Brain.

[47] Doyle KP (2015). B-lymphocyte-mediated delayed cognitive impairment following stroke. J. Neurosci..

[48] St-Amour I (2013). Brain bioavailability of human intravenous immunoglobulin and its transport through the murine blood-brain barrier. J. Cereb. Blood Flow. Metab..

[49] Blennow K (1990). Intra-blood-brain-barrier synthesis of immunoglobulins in patients with dementia of the Alzheimer type. Alzheimer Dis. Assoc. Disord..

[50] Maftei M (2013). Increased levels of antigen-bound beta-amyloid autoantibodies in serum and cerebrospinal fluid of Alzheimer’s disease patients. PLoS ONE.

[51] Chakrabarty P (2010). IFN-gamma promotes complement expression and attenuates amyloid plaque deposition in amyloid beta precursor protein transgenic mice. J. Immunol..

[52] Diamond B, Huerta PT, Mina-Osorio P, Kowal C, Volpe BT (2009). Losing your nerves? Maybe it’s the antibodies. Nat. Rev. Immunol..

[53] Doens D, Fernandez PL (2014). Microglia receptors and their implications in the response to amyloid beta for Alzheimer’s disease pathogenesis. J. Neuroinflammation.

[54] van der Poel M, Hoepel W, Hamann J, Huitinga I, Dunnen JD (2020). IgG immune complexes break immune tolerance of human microglia. J. Immunol..

[55] Caraci F (2008). TGF-beta 1 protects against Abeta-neurotoxicity via the phosphatidylinositol-3-kinase pathway. Neurobiol. Dis..

[56] Bulati M (2015). Double negative (IgG+IgD-CD27-) B cells are increased in a cohort of moderate-severe Alzheimer’s disease patients and show a pro-inflammatory trafficking receptor phenotype. J. Alzheimers Dis..

[57] Merlini M, Kirabali T, Kulic L, Nitsch RM, Ferretti MT (2018). Extravascular CD3+ T cells in brains of alzheimer disease patients correlate with tau but not with amyloid pathology: an immunohistochemical study. Neurodegener. Dis..

[58] Ferreira LSS, Fernandes CS, Vieira MNN, De Felice FG (2018). Insulin resistance in Alzheimer’s Disease. Front. Neurosci..

[59] Bodogai M (2013). Anti-CD20 antibody promotes cancer escape via enrichment of tumor-evoked regulatory B cells expressing low levels of CD20 and CD137L. Cancer Res..

[60] Illouz T, Madar R, Griffioen K, Okun E (2017). A protocol for quantitative analysis of murine and human amyloid-beta1-40 and 1-42. J. Neurosci. Methods.

[61] Dunning MJ, Smith ML, Ritchie ME, Tavare S (2007). beadarray: R classes and methods for Illumina bead-based data. Bioinformatics.

[62] Miller JA (2011). Strategies for aggregating gene expression data: the collapseRows R function. BMC Bioinformatics.

[63] Vorhees CV, Williams MT (2006). Morris water maze: procedures for assessing spatial and related forms of learning and memory. Nat. Protoc..

# Supplementary material for: Therapeutic B-cell depletion reverses progression of Alzheimer’s disease
**Source:** Nat Commun. 2021 Apr 12;12:2185. doi: 10.1038/s41467-021-22479-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of AD-related gene expression level from total mouse brain

File Name: Supplementary Data 2

Description: Top 100 genes changed in hippocampus of 3xTgAD vs 3xTgAD-BKO, female

File Name: Supplementary Data 3

Description: Top 100 genes changed in brain of 3xTgAD vs 3xTgAD-BKO, female

File Name: Supplementary Data 4

Description: List of antibody used in flow cytometry analysis

How the deposited data were processed for this re-analysis (not part of the article)

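RNA of 15 perfused mice was measured in the hippocampus and in the brain without hippocampus, on 1 Agilent 1-colour mouse array for each mouse and tissue (30 arrays, no pooling). Sample groups came from the deposited labels, which give genotype, sex, tissue and a mouse number. The authors deposited scanner files with the processed intensity of each spot, from which Feature Extraction had subtracted the background and spatial and multiplicative trends, with no normalization between arrays. The files also hold the median pixel intensity of each spot and of its local background. The authors also deposited a table of scores, and a comparison with the scanner files showed each score to be the Z score, within its array, of the log10 processed intensity. The lowest correlation of a column with the log10 values of its array was 1.00, and the largest median absolute difference from the array's own Z score was 0.00254.

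Of the 62976 spots of an array, 3671 control spots were left out, as were spots that the scanner software marked as non-uniform or as population outliers. The remaining 59305 spots hold 55681 probes. The processed intensities were log2-transformed and quantile-normalized over the 30 arrays, and the probe with the highest mean stood for each gene, as the methods state. Probes were matched to gene symbols through the accessions on the array, and probes with no symbol kept their accession. The names Clec7a, Nnt, Ighm, Ighg2c, Igkc and Hbb-bs had no matched probe and were not analysed here. The array's annotation uses build mm9, and the gene neighbours used in the closing section come from assembly GRCm38. No probe was saturated. A gene was compared between groups as a bound ("at least") where one group was not well above background on any array, and no change was given where neither group was. For the bound, that group's signals were raised to the lowest signal of any probe well above background on the array, where they lay under it. Some probes above this level were not well above background. The bound is therefore an estimate without an error and no strict detection limit. The signal over background limits dim genes, and the number of mice limits the precision of every comparison.

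The tools were R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Each comparison used limma with 6 groups of genotype and sex over the 15 arrays of a tissue, and Benjamini-Hochberg adjustment over all genes tested at a threshold of 0.05. The comparison of both sexes had sex as a covariate, and the difference between tissues used all 30 arrays. Differences between the sexes and between the tissues were tested as contrasts of the changes. Adjusted p-values of genes come from limma, those of gene lists from limma's fry (two-sided), adjusted over the lists of a comparison, and exact permutation tests were two-sided. Errors beside means are SDs, and standard errors beside changes are limma's.

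The comparisons, tests, gene lists, alternatives and the rule for naming genes were set before the data were examined, apart from the additions named in the closing section. The genes named are those the paper names for the arrays, the genes of Supplementary Data 1, Tgfb1, Tgfb2 and Tgfb3, genes that check the labels, the first 5 genes of Supplementary Data 2 and Zfp386. To these come, for each comparison, the 5 genes with the largest change among those past the threshold and well above background on every array of a group. Other genes named were chosen after their values were seen, and these are the neutrophil genes, S100a8, S100a9, Ttr, Serpina3n, Sox18 and Apold1. The lists were the 5 DAM genes named as downregulated, the 4 named as not affected, and marker lists for microglia (8 genes), endothelium (10), choroid plexus (8) and blood (9, of which 8 matched). A list of 10 neutrophil genes was added later. Thy1 and the genes linked to sex served as label checks.

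The labels give 1 mouse number to 1 hippocampal and 1 brain array. The pairing was checked on 19488 genes. Deviations from the group mean correlated between the arrays of one mouse with a median of 0.104 (-0.18 to 0.24, 8 of 15 pairs above 0.1), against -0.0446 between different mice of a group. Deviations within a group cancel, so in groups of 2 mice the second correlation is the first with its sign turned. It is therefore no separate reference. The weak correlation within a mouse was the ground for keeping the mouse as an alternative and not in the comparison of tissues. It does not show that the pairing is wrong.

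The alternatives were scaling to the 75th percentile, normalization within each tissue, the deposited scores, a filter on dim probes, the mean of a gene's probes, the slide as a block, only the groups compared, all 30 arrays in one fit, the mouse as a block, males or both sexes, a threshold of 0.1, the methods' t-test with and without adjustment, and leaving out each mouse. The median pixel intensity with and without normexp background correction, a choroid plexus covariate and a fit of the females of both tissues were added later. The analysis was tested on simulated data. Of 200 genes shifted by 2 log2 units among 36717, 118 were called between females in the hippocampus and 132 in the brain, each in the right direction, with 4 and 3 unshifted genes called. The simulated noise was independent between genes and between arrays, unlike real variation of dissection or strain. The simulation therefore checks the fitting, and does not show how many false calls these arrays give.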

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

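The tests of strain alleles away from the Igh locus, of the slide, of a local defect of an array and of neutrophils and haemoglobin in J_H_T mice, the choroid plexus and blood covariates, the test near the Igh locus in each sex and the groupings with the sexes balanced were chosen only after the results were seen. The tests of the labels, the genes near the Igh locus in J_H_T mice and in both sexes together, the marker lists and the other groupings of the mice were not.

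In 12 of 104 groups of 5 mice tested, 1 mouse lay far from the others by Dixon's ratio of its gap to the range of the group, where chance gives about 1 in 20 groups. In the hippocampus of 3×TgAD-BKO mice these were Apoe in replicate 8 (ratio 0.768; 17.01 against 17.49 for the next mouse), Gpnmb in replicate 9 (0.724; 7.61 against 7.95), Tgfb3 in replicate 0 (0.749; 9.81 against 10.66), Ppcdc in replicate 0 (0.87; 3.68 against 5.77) and D4Ertd617e in replicate 8 (0.848; 7.08 against 2.93). In the brain of 3×TgAD-BKO mice they were Csf1 in replicate 6 (0.716; 11.07 against 10.94), Mamdc2 in replicate 6 (0.811; 8.07 against 7.80) and Tgfb1 in replicate 0 (0.719; 7.93 against 6.97). In 3×TgAD mice they were brain Gpnmb in replicate 4 (0.739; 8.05 against 7.25) and, in the hippocampus, S100a8 in replicate 5 (0.774; 6.23 against 8.10), S100a9 in replicate 5 (0.893; 8.50 against 10.23) and Ttr in replicate 4 (0.718; 18.28 against 14.44).

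A wrong sex label is argued against by Xist, Ddx3y and Eif2s3y, for which 0 of 30 arrays lay on the wrong side. For Thy1, Zfp386 and Serpina3i, whose levels differ between the genotypes and of which Serpina3i was chosen after its values were seen, 0 arrays were out of place. Ttr is a choroid plexus gene, and its value in replicate 4 may come from the dissection. With the mean of the choroid plexus genes as a covariate, 94 of the 136 genes called between females in the hippocampus stayed called, which argues against choroid plexus as the whole cause of those calls, while 122 of 311 stayed called in males. With the blood genes as a covariate, 93 of the 136 stayed called, and 146 of 311 in males. The blood genes hold S100a8 and S100a9 beside 5 haemoglobin genes and Alas2, and their mean follows all of these. This covariate therefore cannot decide on blood left after perfusion. Sex is a biological difference within these groups of 5 and was not tested for each gene.

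On the hippocampal array of 3×TgAD-BKO replicate 0, 290 of 18715 bright probes lay over 8-fold below the other arrays, against at most 30 on any other array. Their median distance to the nearest such probe was 2 spots, against 7.07 over 1000 random draws of bright probes (lowest 5.83; permutation test, p = 0.001, the smallest these draws can give), and 97.6% lay in the first 50% of the array. A local defect of the array surface may explain these probes. Among the genes called in the hippocampus of males, 1 of 311 used such a probe. Without replicate 0, 223 genes were called in males, 154 of them shared with the 311. Whether the low Tgfb3 and Ppcdc of replicate 0 arise from this defect was not tested.

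The change of 3×TgAD-BKO against 3×TgAD females differed between hippocampus and brain for 45 genes (11 higher, 34 lower; 15 of them well above background on no array), with 3636 at an unadjusted p under 0.05. Between females and males it differed for 9 genes in the hippocampus (1 higher, 8 lower; 5 on no array) and 37 in the brain (25 higher, 12 lower; 23 on no array), with 7798 and 3211 at an unadjusted p under 0.05. These counts moved with the processing. With the mouse as a block the tissues differed for 10 genes, of which 8 were shared with the 45. Without 3×TgAD-BKO replicate 9 the sexes differed for 1674 genes in the hippocampus, and without 3×TgAD-BKO replicate 6 for 1514. With scaling to the 75th percentile it was 1 in the hippocampus and 0 in the brain by limma, with 2890 at an unadjusted p under 0.05. Dim probes and the small groups may therefore account for much of these counts. A biological difference between tissues or sexes stays open, since the sexes and tissues are part of the design.

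Among the data the paper does not report, 311 genes differed between 3×TgAD-BKO and 3×TgAD males in the hippocampus (222 higher, 89 lower) and 353 in the brain (193 higher, 160 lower). No other grouping of the 6 males gave as many, so 1 of 10 groupings did in each tissue. With 3 against 3 mice chance cannot be excluded. The males' calls and those of the females shared 62 genes in the hippocampus, 60 of them in the same direction, and 143 in the brain, all 143 in the same direction, where 1.15 and 3.95 shared genes are expected by chance. With both sexes, 319 genes were called in the hippocampus and 792 in the brain. Of 100 groupings of the 10 mice, 4 gave as many as 319 and 1 gave as many as 792, the real ones included. This argues against chance for both, more weakly in the hippocampus, where 3 other groupings gave more calls. The highest other grouping in the brain gave 632 calls. The other 3 hippocampal groupings (4091, 840 and 466 calls) did not follow the slides. The first and last of them put all 4 females on one side, so that with sex as a covariate they compare 1 male with the others. Among the 60 groupings with 2 females and 3 males on each side, only the real one gave as many calls in each tissue, and the others gave at most 1 in the hippocampus and 3 in the brain. The males' hippocampal count was 128 without 3×TgAD replicate 4, 149 without replicate 5, 176 without replicate 3 and 1480 without 3×TgAD-BKO replicate 9, and the brain count was 186, 216 and 642 without 3×TgAD replicates 4 and 3 and 3×TgAD-BKO replicate 9.

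Part of these differences may come from alleles of another strain rather than from the loss of B cells. Called genes, without those near the Igh locus, lay beside another called gene (within 5 genes on either side, in assembly GRCm38) more often than random genes of the same signal. For both sexes this was 59 of 206 in the hippocampus (at most 43 over 10000 permutations) and 220 of 485 in the brain (at most 146). For females it was 17 of 82 (at most 16) and 59 of 218 (at most 46). Each had p = 1e-04, the smallest these permutations can give. For males it was 57 of 211 and 65 of 208, for 3×TgAD against WT 42 of 159 and 82 of 267, and for J_H_T against WT 0 of 15 and 0 of 19. Among as many genes of lowest p in J_H_T against WT, 26 and 92 had such a neighbour in place of 59 and 220. The females' 3×TgAD-BKO and 3×TgAD arrays lay on 1 slide in each tissue, so the slide is argued against as the cause of their calls. Of the genes called in males for 3×TgAD-BKO against 3×TgAD and in females for 3×TgAD against WT, which share no arrays, 72 of 75 in the hippocampus and 153 of 153 in the brain went opposite ways. A reversal of the disease by B-cell deficiency would give opposite directions as well. A slide effect could too, because in each tissue WT mice shared a slide with 1 or more 3×TgAD-BKO males, apart from the 3×TgAD mice. The opposite directions therefore do not separate the explanations.

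Between J_H_T and WT females, which the paper does not report, 34 genes differed in the hippocampus (28 higher, 6 lower; 2876 at an unadjusted p under 0.05; 12 well above background on no array) and 59 in the brain (37 higher, 22 lower; 2316; 16 on no array). Without J_H_T replicate 13 these counts were 258 and 406, without replicate 14 254 and 412, and without WT replicate 10 the brain count was 94. With the mean of the choroid plexus genes as a covariate, 5 of the 34 hippocampal calls stayed called, and 22 of 34 with the blood genes. The mean change of the blood genes, S100a8 and S100a9 among them, was 0.87 there. That of the haemoglobin genes was -0.55, so this covariate cannot decide on blood left after perfusion. The choroid plexus genes had a median of 5.31 there (fry, adjusted p = 0.0854). With 2 J_H_T mice, choroid plexus in the dissection may be a cause of these calls and cannot be told apart from the genotype. Genes within 10 Mb of Ighm were called more often than others, with an odds ratio of 37.9 in the hippocampus (p = 9.01e-06, two-sided Fisher's exact test; 4 of 153 genes) and 53.4 in the brain (p = 4.94e-10; 7 of 153). In 3×TgAD-BKO against 3×TgAD mice of both sexes, the odds ratio by Fisher's exact test was 2.04 in the hippocampus (p = 0.189; 3 of 153) and 3.31 in the brain (p = 0.000914; 11 of 153 against 485 of 21213). By Fisher's exact test the odds ratio was 5.15 in the hippocampus (p = 0.0232; 3 of 153) and 5.31 in the brain (p = 0.00023; 8 of 153) of females, and 2.67 (p = 0.0691; 4 of 153) and 5.57 (p = 0.000169; 8 of 153) in males. For 3×TgAD against WT, Fisher's exact test gave 0.871 (p = 1) and 1.04 (p = 0.719). These values are consistent with alleles of another strain around the J_H_T deletion in J_H_T mice, in the brain of 3×TgAD-BKO mice and in the hippocampus of 3×TgAD-BKO females. The hippocampal values of males and of both sexes do not decide. Each hippocampal value of 3×TgAD-BKO mice, that of females included, rests on 3 or 4 genes. In the brain, most of the called genes near Ighm were Serpina1 or Serpina3 genes. Fisher's exact test counts each of them as independent, so its p-values may be too small. An effect of the missing antibody genes on their neighbours was not tested.

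The called genes shared between 3×TgAD-BKO against 3×TgAD of both sexes and J_H_T against WT went the same way, for 7 of 7 genes in the hippocampus and 21 of 21 in the brain (0.295 and 1.27 expected). Among those near Ighm, Serpina3n changed by 2.63 and 2.95 in 3×TgAD-BKO mice of both sexes (adjusted p = 0.00013 and 0.00015) and by 3.00 and 2.93 in J_H_T mice (adjusted p = 0.00574 and 0.0085). Zfp386, also near Ighm, changed by -0.99 in the brain of J_H_T mice and by -1.18 in that of 3×TgAD-BKO mice of both sexes (adjusted p = 0.000638 and 6.69e-07).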

How the results depend on the processing

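The median signal in place of the processed signal, normexp background correction of the median signal, the choroid plexus covariate, the lists without genes under background, the mouse as a block for the lists and the fit of the females of both tissues were chosen only after results were seen. The intended versions with the mean pixel intensity were not run, since the deposited files lack that column, and the choroid plexus covariate applies to the hippocampus alone. Where no cause is given for a change, the cause was not tested.

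Quantile normalization within tissue changed the direction and the side of the threshold of none of the results compared. Over all settings, 302 values of the leading results stayed on their side and within 1.5 times the count, 141 counts moved further, 9 values reversed, 7 became weaker and 2 stronger. Of single genes, 666 values stayed, 58 became weaker, 24 reversed and 15 became stronger. Of 21 other genes in 53 comparisons, 753 values stayed, 69 reversed, 10 became weaker and 3 stronger. Of these, 17 of the 47 single genes compared became weaker with only the groups compared, where fewer arrays give a less certain spread. Signal over background limits the dim genes: Itgax was on no hippocampal array of 3×TgAD-BKO females well above background.

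With the slide as a block, the calls of 3×TgAD-BKO against 3×TgAD rose to 227 (hippocampus) and 1014 (brain) in females, 5646 and 1060 in males and 1405 in the brain of both sexes. Of the females' 136 and 411 calls, 133 and 399 were kept. Both groups of females lie on 1 slide in a tissue, so the block cannot move their log2 changes. It altered only the spread, because some 3×TgAD-BKO males are then fitted exactly. The rise of the females' calls is therefore no correction for the slide. Calls of 3×TgAD against WT rose to 3260 and 1131, those of J_H_T against WT in the brain to 91, those of the tissue difference to 86 and those of the sex difference to 4906 and 350. The odds ratio near Ighm for both sexes in the brain fell to 1.86 (p = 0.0589, Fisher's exact test), and the Itgax change of 3×TgAD against WT in the hippocampus turned to -1.89. The slide effect rests on the 3×TgAD-BKO males, the group spread over slides in a tissue. Beside the 3×TgAD males, the block leaves only 3×TgAD-BKO replicate 0 in the hippocampus and replicate 8 in the brain. The males' counts with the block therefore rest on a lone 3×TgAD-BKO mouse.

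With only the groups compared, limma called 0 and 0 genes in females (6174 and 6491 at an unadjusted p under 0.05), 16 and 81 in males, 129 in the hippocampus of both sexes, 168 and 179 for 3×TgAD against WT, 0 (4290) and 35 for J_H_T against WT and 0 (6596) for the sex difference in the hippocampus, so that the odds ratio near Ighm in the hippocampus of J_H_T mice became 0. The methods' t-test on the same comparisons gave the counts below. With all 30 arrays in one fit the hippocampal counts were 883 (females), 1895 (males), 969 (both sexes), 1049 (3×TgAD against WT), 132 (J_H_T against WT) and 3025 (sex difference), and the odds ratio near Ighm for both sexes was 2.47 (p = 0.00763, Fisher's exact test). At an adjusted p under 0.1 the counts were 353 and 879 in females, 1032 and 617 in males, 1257 in the brain of both sexes, 552 and 762 for 3×TgAD against WT, 89 for J_H_T against WT in the brain, 70 for the tissue difference and 2645 and 58 for the sex difference.

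The methods' t-test at an unadjusted p under 0.05 gave 4890 and 6484 in females, 3981 and 3054 in males, 2483 and 4692 for both sexes, 4946 and 4768 for 3×TgAD against WT and 3406 and 2115 for J_H_T against WT. After Benjamini-Hochberg adjustment it gave 3 and 3, 0 and 2, 116 and 452, 27 and 9, and 0 and 0, in the same order.

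Scaling to the 75th percentile gave 249 calls in the brain of females, 18 and 38 for J_H_T against WT, 15 for the tissue difference and 1 and 0 for the sex difference (limma, 2890 at an unadjusted p under 0.05 for the latter). It turned the hippocampal Tgfb3 change to -0.019 and the brain median of the downregulated DAM genes to -0.054, and moved their hippocampal median to -1.69, which no longer passed 0.05 by limma's fry before adjustment. The deposited scores gave 257 calls in the brain of females, 257 for 3×TgAD against WT in the brain and 2 for the sex difference in the brain, and a brain median of -0.02 for the DAM genes. The filter on dim probes, which leaves fewer genes to test, gave 524 calls in the hippocampus of males, 14 for J_H_T against WT, 0 for the tissue difference (limma, 2963 at an unadjusted p under 0.05), and 2 and 9 for the sex difference. The median signal gave 10 and 39 for J_H_T against WT, 10 for the tissue difference, 1 and 4 for the sex difference and -0.0054 for the DAM genes in the brain. With normexp these were 13 and 34, 20, 1 and 8, and -0.030. The mean of a gene's probes left 15 genes of Supplementary Data 2 in the first 100 of the hippocampus and turned the brain change of Igf1 to 0.084. The fit of both tissues put 40 and 40 of the genes of Supplementary Data 2 and 3 in the first 100. The choroid plexus covariate gave 140 calls in the hippocampus of males, 7 for J_H_T against WT, 2 for the sex difference, -1.72 for the DAM genes (no longer past 0.05 by limma's fry before adjustment) and 4.26 for the odds ratio near Ighm of both sexes. The mouse as a block gave 10 calls for the tissue difference, and with it the tissue difference of the DAM genes passed (fry, adjusted p = 0.00764 in place of 0.0926). With Saa3 left out, which was under background in females, the DAM genes passed in the females' hippocampus (adjusted p = 0.0204 in place of 0.182). They also passed for the difference between the sexes there (0.0187 in place of 0.0549). Their brain median was then -0.12 in place of 0.03, and no signal or scaling alternative turned it, so the turns named above rest on Saa3.

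The share of higher calls moved by over 10 points with scaling to the 75th percentile in the hippocampus of males (71.4% to 54.1%, where it moved the median of all genes to -0.10) and in the brain of J_H_T mice (62.7% to 52.6%). In the hippocampus of J_H_T mice it moved from 82.4% to 70% with the median signal, 69.2% with normexp and 71.4% with the filter. For the tissue difference it moved from 24.4% to 70% with the median signal, 46.7% with the 75th percentile and 55% with normexp. For the sex difference it moved in the hippocampus from 11.1% to 100% with each of these (1 call), 33.3% with the scores, 50% with the filter and 0% with the mean of probes, and in the brain from 67.6% to 50% with the scores and 44.4% with the filter.

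In males in place of females, the hippocampal changes turned to -0.25 for Tgfb1, 0.71 for Itgax, 1.33 for Cst7, 0.58 for Igf1, 0.69 for Trem2, 0.50 for Tgfb2, -0.19 for Tgfb3 and 1.02 for the DAM genes, and the brain changes to 0.21 for Itgax, 0.15 for Tgfb2 and -0.054 for Tgfb3. With both sexes the hippocampal changes turned to 0.12 for Cst7, 0.19 for Igf1, 0.39 for Trem2, 0.21 for Tgfb2 and -0.10 for Tgfb3, and the DAM genes moved to -0.15, no longer past 0.05 by limma's fry before adjustment.

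With each mouse left out in turn, a group of 2 keeps a lone mouse, which is assumed to vary like the other groups. The females' calls ranged from 230 to 663 in the hippocampus and 488 to 662 in the brain, the males' from 128 to 1480 and 186 to 642, those of both sexes from 182 to 313 and 521 to 972, those of 3×TgAD against WT from 135 to 357 and 299 to 479, and those of J_H_T against WT from 23 to 258 and 69 to 412. The tissue difference ranged from 250 to 323 and the sex difference from 4 to 1674 and 24 to 356. The Tgfb1 change ranged from 0.87 to 1.15 in the hippocampus and from 0.04 to 0.42 in the brain. The median of the DAM genes ranged from -2.41 without 3×TgAD-BKO replicate 6 to -1.20 without replicate 7. By limma's fry before adjustment it passed 0.05 with all mice and without 3×TgAD-BKO replicate 6, and not without the other 3 mice. In the brain it ranged from -0.16 to 0.21. The odds ratio near Ighm ranged from 1.56 to 2.54 and 2.33 to 4.78 for both sexes and from 4.76 to 60.4 and 5.86 to 40.5 for J_H_T against WT. Of the genes of Supplementary Data 2 and 3, 51 to 54 and 57 to 66 had an unadjusted p under 0.05, and 7 to 10 and 7 to 11 were in the first 100. Trem2 in the hippocampus ranged from -0.34 to 0.19, Tgfb3 from -0.040 to 0.14, Cst7 in the brain from -0.060 to 0.42, Mamdc2 in the brain from -0.26 to 0.012 and Tgfb1 of 3×TgAD against WT in the brain from -0.58 to 0.045.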

Differences from the paper's values

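The fit of the females of both tissues, the lists without genes under background and the mouse as a block for the lists were chosen only after the values were seen, and the other settings named here were set before the data were examined. Of 68 values in Supplementary Data 1, 56 could be compared, 53 had the same sign as the paper's and 51 had the same sign and lay within the replicate SD. They are log2 changes of 3×TgAD relative to the other group, the opposite direction of the changes at the claims. Among the 27 compared with 3×TgAD-BKO, 24 lay within 0.1 of the value of females, 2 of males and 8 of both sexes.

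For Igf1 in the hippocampus of 3×TgAD relative to WT, the paper's value is -0.478 and the value here 0.50. Relative to 3×TgAD-BKO, the paper's value is -0.687 and the value here 0.39. For both, each alternative set beforehand that gives a log2 change (scaling to the 75th percentile, the filter on dim probes, the mean of probes, normalization within tissue, the slide as a block, only the groups compared, all 30 arrays and each mouse left out) also differs, as do males (-0.58) and both sexes (-0.19) for the latter.

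For Axl in the brain of 3×TgAD relative to 3×TgAD-BKO, the paper's value is 0.0151 and the value here -0.0029. Only the sign differs, and the gap lies within the replicate SD of 0.136. It does not differ with scaling to the 75th percentile (0.0041), without 3×TgAD replicate 1 (0.08) and without 3×TgAD-BKO replicate 6 (0.11), and differs with the other alternatives. For Csf1 in the same comparison, the paper's value is -0.0948 and the value here -0.20. It does not differ with the mean of a gene's probes (-0.09), without 3×TgAD replicate 2 (-0.15), without 3×TgAD-BKO replicate 6 (-0.13), in males (-0.15) and with both sexes (-0.17), and differs with the others. For Il1b, the paper's value is -1.20 and the value here -0.84. It does not differ without 3×TgAD replicate 2 (-1.02) and with both sexes (-1.37), and differs with the others.

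Supplementary Data 2 and 3 give the same 100 genes, the paper's number for each tissue, of which 23 were among the first 100 by p in the females' hippocampus and 21 in the brain. Each of the alternatives set beforehand differs, with 7 to 24 in the hippocampus and 7 to 27 in the brain. The fit of the females of both tissues, chosen after seeing the values, gave 40 and differs as well. After adjustment, 22 and 31 of these genes were called.

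The values read by eye from Fig. 4D lie near those here, for Tgfb1 about 6.3 and 7.3 in Fig. 4D, read by eye, in the hippocampus of 3×TgAD and 3×TgAD-BKO mice, against 6.27 and 7.28.

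The paper states that Tgfb1 is upregulated in 3×TgAD-BKO hippocampi and brains. The Tgfb1 change here did not pass the threshold in either tissue of females (1.01, adjusted p = 0.296; 0.23, adjusted p = 0.918), nor by limma under any alternative (adjusted p from 0.18 to 0.869 and from 0.57 to 1). The methods' t-test at an unadjusted p under 0.05 counts the hippocampal Tgfb1 change of females as higher, as the paper states, and not that in the brain. After Benjamini-Hochberg adjustment of this t-test it did not pass (adjusted p = 0.344). The paper names DAM genes as downregulated. In the hippocampus of females, no adjusted p over all genes passed for Itgax (0.193; 0.0469 to 0.884 over the alternatives), Cst7 (0.257; 0.105 to 0.986) or Mamdc2 (0.105; 0.00286 to 0.529). With all 30 arrays in one fit Itgax (0.0469) and Mamdc2 (0.00286) were called, with the slide as a block Mamdc2 (0.024), and adjusted over the list alone Mamdc2 (0.0212). The slide block altered only the spread of the females' comparison, since these females share a slide. The t-test at an unadjusted p under 0.05 also counts hippocampal Mamdc2 as lower in females (adjusted p = 0.269), but neither Itgax nor Cst7. As a list, the downregulated genes did not pass in the females' hippocampus (fry, adjusted p = 0.182), and passed with Saa3 left out (adjusted p = 0.0204). The paper named them from these same arrays, so tests of the list are no independent evidence. With the mouse as a block, the list differed between the tissues (adjusted p = 0.00764). In the females' brain, Cst7 was not lower (0.18), and Itgax and Mamdc2 were lower without passing (-0.36 and -0.12). Saa3 was not well above background in females. In males Saa3 was at least 4.84-fold higher in the hippocampus and at least 7.93-fold higher in the brain of 3×TgAD-BKO mice (2 of 3 arrays above background in each, adjusted p = 0.169 and 0.393). In the hippocampus of males, Itgax, Cst7 and Tgfb1 went the other way (0.71, 1.33 and -0.25), without passing. Mamdc2 stayed lower in 3×TgAD-BKO males, with changes of -0.56 in the hippocampus and -0.36 in the brain. The t-test at an unadjusted p under 0.05 counts only that in the brain (adjusted p = 0.722 and 0.108).

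The paper states that Trem2 is lower in the hippocampus without B cells, where the change in females here was -0.07 (adjusted p = 0.993). It was called in no alternative, nor by the methods' t-test at an unadjusted p under 0.05, in the direction the paper gives. In the brain Trem2 changed by 0.46 in females (adjusted p = 0.0878, 0.00166 to 0.359 over the alternatives). It was called higher there with the slide as a block (0.0448), in males (0.0123) and with both sexes (0.00166). The t-test at an unadjusted p under 0.05 counts it as higher there in females, and with both sexes it passed after adjustment (adjusted p = 0.00782). The paper states that Tgfb2 is not upregulated. The brain change of Tgfb2 (-0.29) was called lower with the slide as a block (0.0484, with 0.0484 to 0.927 over the alternatives). The t-test counts it as lower at an unadjusted p under 0.05 (adjusted p = 0.252). For Trem2 and Tgfb2 in the females' brain, the slide block altered only the spread, since these females share a slide. The paper names Igf1, Il1b, Tnf and Lilrb4 as not affected. Of these, Igf1, Il1b and Lilrb4a were higher as a list in the hippocampus of males (3 of 3, fry, adjusted p = 0.0132), while Tnf was under background in both groups. The neutrophil gene Ltf was also high in 3×TgAD-BKO males 0 and 8 there (9.03 and 8.16), though not in replicate 9. The cells behind these values stay open. The t-test of the females' hippocampus at an unadjusted p under 0.05 counts Igf1 as lower (adjusted p = 0.347).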

Other observations

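The tests of neutrophil and haemoglobin genes, of the slide and of lists without genes under background were chosen only after the results were seen, and those of the marker lists were not.

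In the hippocampus of 3×TgAD against WT females, Cst7 changed by 4.00 (adjusted p = 0.0179, 0.000131 to 0.134 over the alternatives) and Mamdc2 by 3.03 (adjusted p = 0.0259, 6.85e-05 to 0.211), and Itgax by 0.31 (adjusted p = 0.993). With each mouse left out the adjusted p of Cst7 was 0.0545 to 0.0822 and that of Mamdc2 0.0579 to 0.109. In the brain Mamdc2 changed by 0.75 (adjusted p = 0.0024, 0.00164 to 0.608 over the alternatives). In all, 274 genes were called in the hippocampus (156 higher, 118 lower) and 423 in the brain (195 higher, 228 lower), and 135, 168 and 139 in the hippocampus without WT replicate 10, 11 or 12. The groups lie on different slides. With the slide as a block, 151 of 274 and 147 of 423 stayed called, so the slide cannot be told apart from the genotype for the others. Cst7 was then 2.77 (adjusted p = 0.134) and Mamdc2 1.33 (adjusted p = 0.211) in the hippocampus. As a list, the downregulated DAM genes had a median of 1.67 in the hippocampus (3 of 4 higher, fry, adjusted p = 0.0971). With Saa3 left out, which was under background in both groups, it was 3.03 (3 of 3 higher, adjusted p = 0.00895). In the brain the median of the list was -0.56 (1 of 4 higher), while fry's direction was up (adjusted p = 0.658). With Saa3 at its bound the brain median was -0.32.

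A lower share of all microglia might lower the DAM genes of 3×TgAD-BKO females. The 8 microglia genes had a median of -0.12 in the hippocampus (2 of 8 higher, fry, adjusted p = 0.755; 0.11 with the mean of a gene's probes), with members from -0.30 (Aif1) to 0.43 (C1qa), so none fell as the DAM genes did. This argues against a lower share of all microglia as the whole cause. In the brain the median was 0.07 in females (adjusted p = 0.718), 0.27 in males (7 of 8 higher, adjusted p = 0.0225) and 0.20 with both sexes (7 of 8 higher, adjusted p = 0.0116).

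The 10 endothelial genes, none of them in Supplementary Data 2, had a median of 0.40 in the hippocampus (9 of 10 higher, fry, adjusted p = 0.00525) and 0.27 in the brain (9 of 10 higher, adjusted p = 0.00629) of 3×TgAD-BKO against 3×TgAD mice of both sexes. In females it was 0.41 (adjusted p = 0.182) and 0.30 (adjusted p = 0.0811), and in 3×TgAD against WT -0.34 (0 of 10 higher, adjusted p = 0.0971) and -0.30 (1 of 10 higher, adjusted p = 0.0383). A different share of endothelial cells is a candidate explanation, and a change in their expression at an equal share cannot be told apart from it on these arrays. Sox18 changed by 0.72 and 0.96 in mice of both sexes (adjusted p = 0.145 and 0.0538), and Apold1 by -0.97 and -0.93 (adjusted p = 0.278 and 0.215).

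The choroid plexus genes had a hippocampal median of 1.57 in females (fry, adjusted p = 0.755), -2.48 in males (adjusted p = 0.208), 5.31 in J_H_T against WT (adjusted p = 0.0854) and 1.11 in 3×TgAD against WT (adjusted p = 0.649). In the brain of females it was 0.01 (4 of 8 higher), turning with the median signal, normexp and the 75th percentile. The blood genes had a hippocampal median of 0.39 in females (adjusted p = 0.755), and -0.45 in J_H_T against WT, where the mean was 0.87. The DAM genes named as not affected had a median of 1.54 and 0.99 in J_H_T against WT (adjusted p = 0.148 and 0.163). Without Tnf, which was under background there, it was 2.47 and 1.38 (adjusted p = 0.172 and 0.0248).

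S100a8, S100a9 and Il1b were higher in J_H_T than WT females by 5.36, 4.99 and 2.47 in the hippocampus and 4.66, 4.55 and 1.99 in the brain, and none was called. Neutrophils in the tissue or its vessels are a candidate source. A list of 10 other neutrophil genes had a median of 2.06 in the hippocampus (9 of 10 higher, fry, adjusted p = 0.0434) and 2.29 in the brain (10 of 10 higher, adjusted p = 0.0863). Its members did not move together: Camp was 10.98 in the hippocampus of J_H_T replicate 14 and 7.09 in replicate 13, while Retnlg was 9.68 and 9.39. Blood left after perfusion is argued against by the haemoglobin genes, whose median fell by 0.46 and by 0.34 (0 of 5 higher in each tissue). With 2 J_H_T mice the source stays open.

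Some genes changed in 3×TgAD-BKO females nearly all or none. In the hippocampus Smco3 was at least 47.9-fold higher (adjusted p = 0.000381), Sv2c at least 16.7-fold higher (adjusted p = 0.00134) and Krt12 at least 18.3-fold lower (adjusted p = 0.00295), each under background in the lower group. In the brain these changed by 6.05, 5.05 and -4.36. In 3×TgAD against WT, Smco3 was at least 62.9-fold lower in the hippocampus and changed by -6.22 in the brain, Krt12 changed by -0.47 and -0.12, and Sv2c by 0.10 in the brain. D4Ertd617e was at least 14.3-fold lower in the hippocampus (adjusted p = 0.0724) and at least 13.2-fold lower in the brain (adjusted p = 0.0258) of 3×TgAD-BKO females. For J_H_T against WT none of these genes nor Glo1 was called. There, Krt12 changed by -0.19 in the hippocampus and 0.10 in the brain, Smco3 by -0.25 and -0.050, D4Ertd617e by 0.26 and 0.064, Glo1 by 0.096 and 0.040, and Sv2c by -0.29 in the brain, being under background in the hippocampus. Glo1 changed by -1.09 and -1.04, against 1.17 and 1.16 in 3×TgAD against WT.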
